# IL-15-dependent immune crosstalk between natural killer cells and dendritic cells in HIV-1 elite controllers

**DOI:** 10.1016/j.celrep.2023.113530

**Published:** 2023-12-03

**Authors:** Ciputra Adijaya Hartana, Melanie Lancien, Ce Gao, Yelizaveta Rassadkina, Mathias Lichterfeld, Xu G. Yu

**Keywords:** NK cells, HIV infection, elite controllers, trained innate immunity, IL-15, chromatin modifications, cytotoxicity, metabolism

## Abstract

As the principal effector cell population of the innate immune system, natural killer (NK) cells may make critical contributions to natural, immune-mediated control of HIV-1 replication. Using genome-wide assessments of activating and inhibitory chromatin features, we demonstrate here that cytotoxic NK (cNK) cells from elite controllers (ECs) display elevated activating histone modifications at the interleukin 2 (IL-2)/IL-15 receptor β chain and the *BCL2* gene loci. These histone changes translate into increased responsiveness of cNK cells to paracrine IL-15 secretion, which coincides with higher levels of IL-15 transcription by myeloid dendritic cells in ECs. The distinct immune crosstalk between these innate immune cell populations results in improved IL-15-dependent cNK cell survival and cytotoxicity, paired with a metabolic profile biased toward IL-15-mediated glycolytic activities. Together, these results suggest that cNK cells from ECs display a programmed IL-15 response signature and support the emerging role of innate immune pathways in natural, drug-free control of HIV-1.

## Highlights

• Enhanced activating histone marks on *IL2R*β and *BCL2* genes in cNK cells from ECs
• Elevated levels of IL-15 transcription in myeloid DCs from ECs
• Improved survival and increased cytotoxicity in cNK cells after IL-15 stimulation
• Increased glycolytic activities in cNK cells from ECs after IL-15 stimulation

## Introduction

A cure for HIV-1 infection, previously considered elusive, has been observed in four people living with HIV (PLWH) with leukemia undergoing transplantation with CCR5Δ32-expressing hematopoietic stem cells.^1^^,^^2^^,^^3^^,^^4^ Provocatively, the absence of intact HIV-1 proviruses in billions of peripheral blood mononuclear cells (PBMCs) has also been described in two PLWH without hematopoietic stem cell transplantation, suggesting that a “virological cure” of HIV-1 disease can emerge through natural, immune-mediated mechanisms.^5^^,^^6^ Drug-free, “elite” control of plasma HIV-1 viremia to undetectable levels, frequently considered a “functional” cure of HIV-1-infection, occurs in approximately 0.5%–1% of PLWH; however, small reservoirs of infected cells are readily detectable in these individuals.^7^ Although host immune factors are widely considered as the underlying etiology of elite control,^8^^,^^9^ insight into the specific underlying immune mechanisms remains limited. Recent studies suggest a bias of proviral HIV-1 integration sites toward heterochromatin chromosomal locations in elite controllers (ECs), best explained by immune selection pressure, promoting the elimination of proviruses in accessible chromatin.^5^ In contrast, proviruses integrated in non-accessible genomic regions and displaying a state of deep latency, presumably with a more limited ability to drive viral rebound, seem to persist long term in EC.^5^

HIV-1-specific CD8^+^ T cells are considered the most likely drivers of such immunological selection processes^10^^,^^11^^,^^12^^,^^13^^,^^14^ based on strong immunogenetic associations between polymorphisms within the HLA class I binding pocket and natural HIV-1 control.^10^ However, a role for innate immune mechanisms, in particular natural killer (NK) cells, in HIV-1 immune control has also been proposed.^15^ Like CD8^+^ T cells,^16^^,^^17^^,^^18^ NK cells undergo rapid and dynamic changes in the early phase of HIV-1 infection, and they can mount direct cytotoxic effects against HIV-1-infected cells that do not depend on HLA class I restriction and are less prone to viral mutational escape.^19^^,^^20^^,^^21^ Furthermore, early data suggested that the frequency of cytotoxic NK cells is almost two times higher in HIV-1 ECs compared to non-controller PLWH^22^ and that NK cells from ECs may have distinct phenotypic profiles.^23^ Moreover, NK cells can effectively suppress viral replication in *in vitro* viral inhibition assays^24^^,^^25^^,^^26^^,^^27^^,^^28^^,^^29^ independently of CD8^+^ T cells.^30^^,^^31^ Several subsets of NK cells are distinguished based on phenotypic and functional considerations. CD56^dim^ CD16^+^ cytotoxic NK (cNK) cells, which are investigated in this study, represent the most dominant subset of NK cells and have direct cytotoxic capacities.^19^ In contrast, CD56^bright^ CD16^−^ NK cells are known for their ability to produce inflammatory cytokines, providing paracrine activation signals to other immune cells.^19^ While some studies suggested the evolution of memory NK cell responses, predominantly in animal models,^32^^,^^33^^,^^34^^,^^35^ definitive evidence for NK memory cells in humans is currently lacking. Yet, several studies demonstrated that innate immune cells can be “trained.”^36^^,^^37^

The concept of “trained innate immunity” suggests that innate immune cells are poised by an initial viral infection to respond more potently upon secondary infections, in a pattern that is reminiscent of a memory-cell-like behavior.^38^ Trained innate immune cells can frequently be distinguished by distinct epigenetic profiles, which we define as histone modifications and other chromatin characteristics that impact gene transcription without changing the DNA sequence; frequently, epigenetic changes can prominently shape the cellular metabolism and functions of these cells.^17^^,^^36^^,^^39^^,^^40^ Our recent work suggests that myeloid dendritic cells (mDCs) from HIV-1 ECs have improved immunometabolic properties, likely as a result of epigenetic changes in gene-locus-specific histone modifications.^41^ These results raised the possibility that in ECs, trained innate immune responses can make critical contributions to immunological selection pressure against infected CD4^+^ T cells. In this study, we hypothesized that NK cell responses with features of “trained immunity” contribute to HIV-1 immune control in ECs. Based on a comprehensive characterization of epigenetic, transcriptomic, and metabolic profiles of CD56^dim^ CD16^+^ cNK cells from a well-characterized cohort of ECs, we demonstrated that NK cells from such individuals displayed distinct epigenetic and transcriptional features, which are likely to influence their survival, cytotoxic capacities, metabolic activities, and susceptibility to interleukin-15 (IL-15)-mediated immune crosstalk with DCs.

## Results

### Distinct epigenomic profiles of CD56^dim^ CD16^+^ cNK cells from ECs

To evaluate NK cell profiles from ECs, we initially performed an epigenetic analysis of sorted primary NK cells from 5 ECs relative to PLWH treated with antiretroviral therapy (ART) (ARTs; n = 5) and people without HIV (HIVNs; n = 5) (Figure 1A). 

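CUT&RUN profiles of sorted NK cells were deposited for 17 participants, 6 ECs, 6 ARTs and 5 HIVNs. The paper reports 5 participants per cohort, and its text does not name those used, so all 17 were kept. H3K27ac is found at active promoters and enhancers, H3K4me3 at active promoters, and H3K27me3 at genes silenced by Polycomb complexes. In CD56 dim CD16+ cNK cells, H3K27ac peaks covered a mean of 61.2 ± 36.9 Mb (SD, n = 6) of chromosomes 1 to 22 in ECs, 63.0 ± 27.7 Mb (SD, n = 6) in ARTs and 42.3 ± 18.0 Mb (SD, n = 5) in HIVNs. H3K4me3 peaks covered 25.3 ± 12.5 Mb in ECs, 27.1 ± 5.23 Mb in ARTs and 27.4 ± 3.41 Mb in HIVNs, and H3K27me3 peaks covered 163 ± 98.3 Mb, 206 ± 106 Mb and 154 ± 51.6 Mb. No cohort difference in cNK cells stood out from the variation between participants (two-sided exact permutation tests, p from 0.333 to 0.926). In CD56 bright CD16- NK cells, peaks of ECs covered less than those of ARTs. H3K27ac peaks covered 4.25 ± 3.29 Mb in ECs, 47.2 ± 57.6 Mb in ARTs and 24.6 ± 26.9 Mb in HIVNs, and H3K27me3 peaks covered 3.13 ± 3.52 Mb, 82.0 ± 67.2 Mb and 41.5 ± 60.7 Mb. The exact permutation p-values in CD56 bright cells were 0.0173 for H3K27ac and 0.0411 for H3K27me3 against ARTs, and 0.0541 and 0.0411 against HIVNs. After Benjamini-Hochberg adjustment over 12 comparisons the smallest exact permutation p was 0.162.
In this assay an antibody against a histone mark, or an IgG control, directs a nuclease to the chromatin of intact cells, and the released DNA is sequenced. The authors trimmed the reads with Trimmomatic, aligned them to GRCh38 with Bowtie2 and called broad peaks with MACS2, library by library, against the IgG library of the same participant and population. The 108 deposited peak lists give for each peak its fold enrichment over IgG and the −log10 of its p-value. These values can be ranked within a list but not compared between lists, so the presence and the length of peaks were compared here. A gene was counted as marked where a peak overlapped, by at least 1 bp, the 2 kb on either side of any of its annotated transcription start sites (TSSs). This was done for 19111 protein-coding genes. The lists hold no read counts, so the depth of each library is unknown. The median number of H3K27ac peaks per cNK library was 49404 in ECs (range 2620 to 66301), 48860.5 in ARTs (27267 to 65687) and 39387 in HIVNs (28767.5 to 51422, where the lowest value is the mean of 2 library sets from HIVN replicate 4). The cNK libraries of EC replicate 1 held few peaks of every mark, covering 0.891 Mb for H3K27ac, 1.05 Mb for H3K4me3 and 0.208 Mb for H3K27me3. Without this replicate, H3K27ac covered 10.2 Mb more in ECs than in ARTs (exact permutation p = 0.548) and 31.0 Mb more than in HIVNs (exact permutation p = 0.0635), and H3K4me3 3.09 Mb more than in ARTs, and in CD56 bright cells the exact permutation p for H3K27ac against ARTs was 0.0844.

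**Figure D1:**
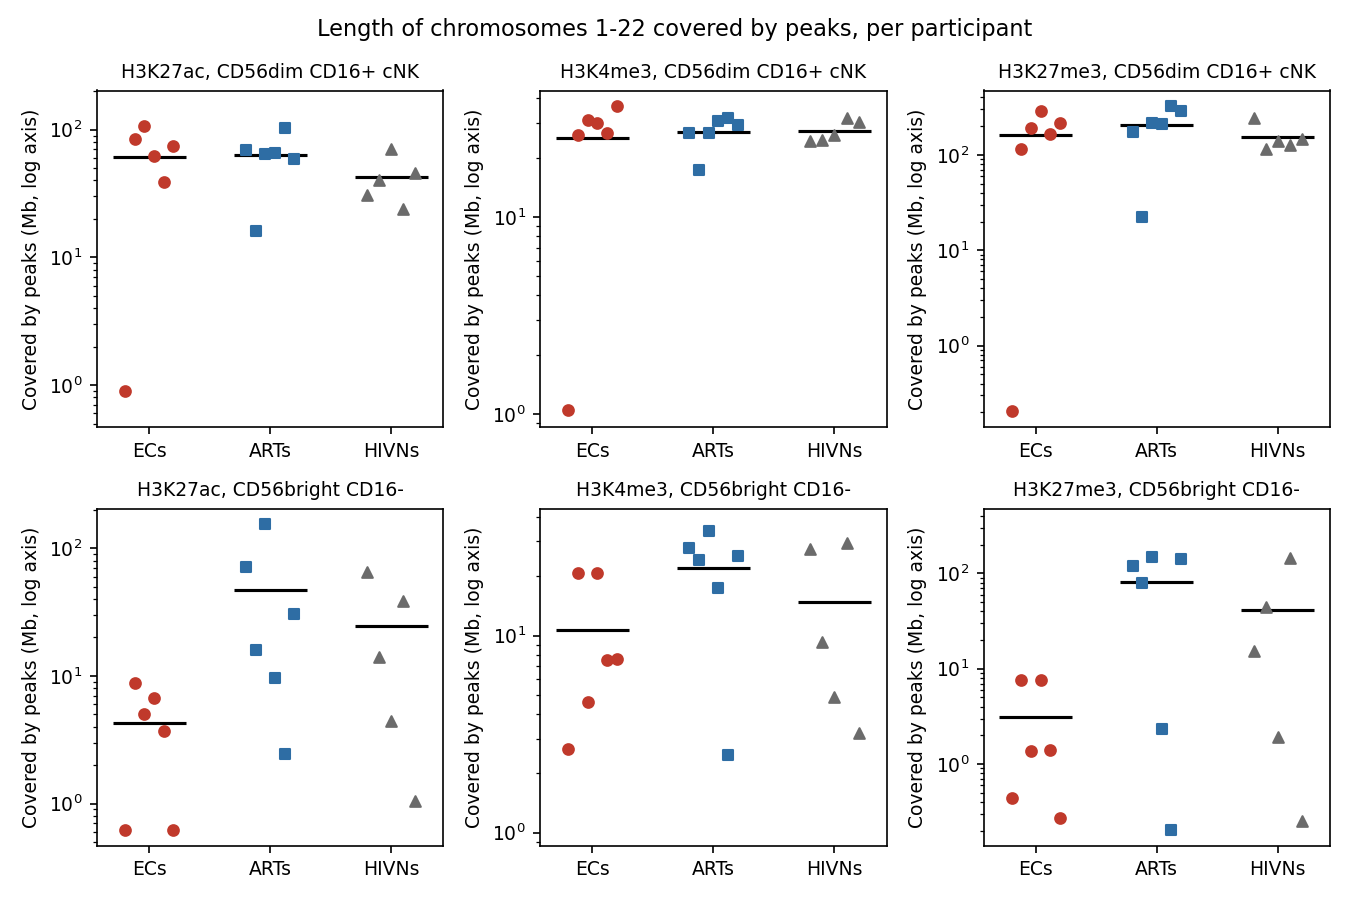
Length of chromosomes 1 to 22 covered by peaks (Mb, log axis) for each participant (points) and the cohort mean (lines), for 3 histone marks in cNK cells (top) and CD56bright CD16− NK cells (bottom). In CD56bright cells every EC lies at or below 8.82 Mb for H3K27ac, and in cNK cells 1 EC lies near 1 Mb or below for all marks.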

Epigenomic analysis was performed using the cleavage under target and release using nuclease sequencing (CUT&RUN-Seq) assay,^42^ allowing for a genome-wide identification of DNA segments binding to defined activating (H3K27ac and H3K4me3) or inhibitory (H3K27me3) histone marks. Given that epigenetic and transcriptional features may vary within individual NK cell subsets, we restricted our experiments to sorted CD56^dim^ CD16^+^ cNK cells, which possess strong cytotoxic activities and typically represent the most prevalent NK cell subset in adults.^19^ As an additional reference cell population, we sorted CD56^bright^ CD16^−^ NK cells, frequently characterized by secretions of inflammatory cytokines^19^ (Figure S1A).

**Figure 1:**
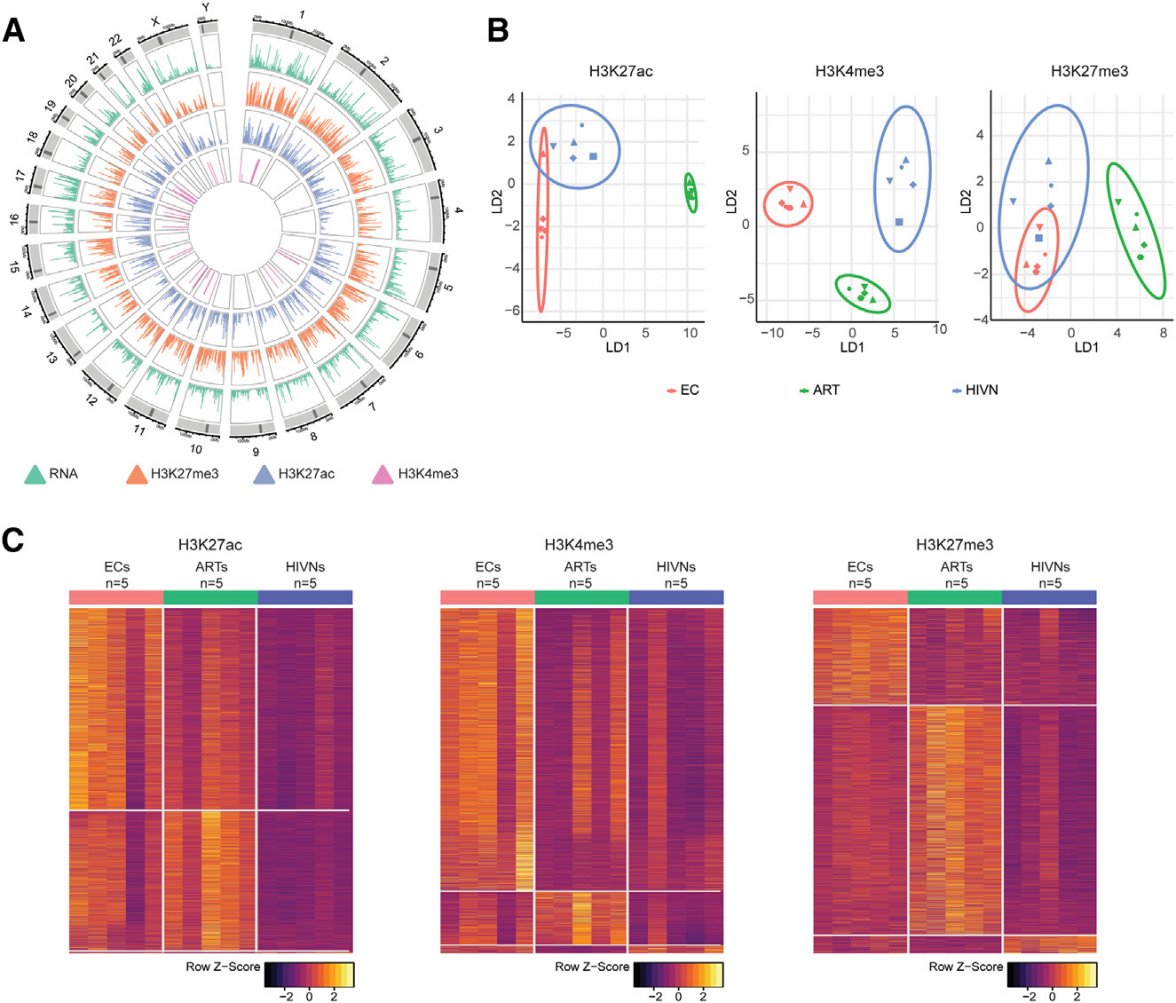
CD56^dim^ CD16^+^ cNK cells from ECs displayed distinct epigenomic profiles (A) Circos plots reflecting the enrichment profiles of histone H3K27me3, H3K27ac, and H3K4me3 marks from CUT&RUN-seq in relation to the transcriptomes from RNA-seq in all chromosomal locations in primary CD56^dim^ CD16^+^ cNK cells. (B) Linear discriminant analysis (LDA) of the epigenomic profiles of primary cNK cells for H3K27ac (left), H3K4me3 (middle), and H3K27me3 (right) marks in ECs (n = 5), ARTs (n = 5), and HIVNs (n = 5). Dot shape reflects study cohort. (C) Heatmap displaying genes with significantly enriched (p < 0.05) H3K27ac (left), H3K4me3 (middle), and H3K27me3 (right) marks in primary cNK cells from ECs (n = 5), ARTs (n = 5), and HIVNs (n = 5).

We observed that the epigenomic profiles of activating H3K27ac and H3K4me3 marks in CD56^dim^ CD16^+^ cNK cells from ECs showed a discrete spatial positioning relative to the other two cohorts on linear discriminant analysis (LDA) plots (Figure 1B); in contrast, no such differences were observed for epigenetic profiles related to the inhibitory histone mark H3K27me3. 

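In cNK cells, the H3K27ac peaks of ECs overlapped those of the other cohorts about as well as those of other ECs. The shared length over the combined length of peaks of a pair of participants (the Jaccard index) had a median of 0.397 between ECs (EC replicate 1, with few peaks, included), 0.513 between ARTs and 0.466 between HIVNs, and of 0.488 between an EC and an ART and 0.403 between an EC and an HIVN. For H3K4me3 the median was 0.718 between ECs, 0.740 between an EC and an ART and 0.736 between an EC and an HIVN, and for H3K27me3 it was 0.338, 0.351 and 0.345. With all participants, no mark separated ECs from another cohort at an exact permutation p under 0.05 (pseudo-F statistic). The smallest p was that of H3K27ac against HIVNs, with a pseudo-F of 1.43 (exact permutation p = 0.0909, and 0.364 after Benjamini-Hochberg adjustment over marks, cohorts and populations). Leaving out 1 participant at a time moved this value from 1.13 to 1.83 and its exact permutation p from 0.243 to 0.0317, with the p under 0.05 in 2 of 11 cases.
LDA was then run on the first 5 principal components of the presence of peaks in merged regions, which held 51.8% of the variance for H3K27ac. The first component followed the length covered by peaks, with an absolute Spearman correlation of 0.998 for H3K27ac, 0.951 for H3K4me3 and 0.909 for H3K27me3. The LDA therefore rests in part on the yield of peaks in each library. The paper's text does not give the input of its LDA plots. For H3K27ac, with 155805 merged regions, 13 of 17 participants fell in their own cohort, and 9 did when each was predicted from the others, a number that 6 of 100 permutations of the cohort labels reached. For H3K4me3, with 41743 regions, these numbers were 11 of 17 and 6, and 37 of 100 permutations predicted at least as many. For H3K27me3, with 303829 regions, they were 11 and 2, and 84 of 100 permutations predicted at least as many. The H3K4me3 prediction moved with the settings, from 0 of 17 with 3 components to 11 with the 10000 highest-ranked peaks of each library, and the H3K27me3 prediction rose to 4 with 3 components and 6 with 8.

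**Figure D2:**
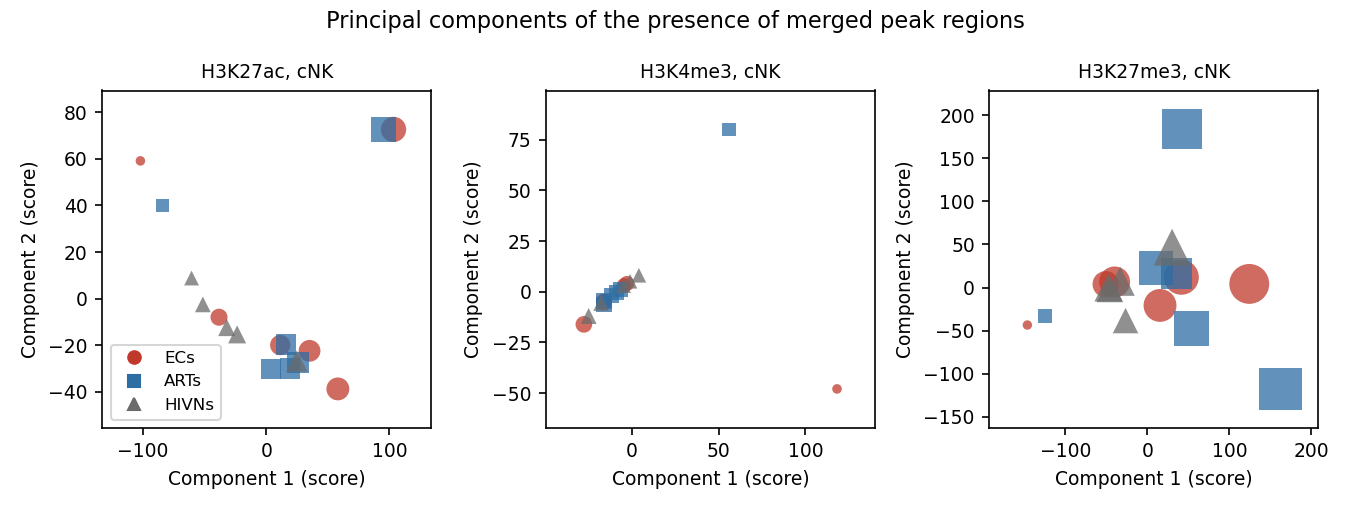
First and second principal components (scores) of the presence of peaks in merged regions in cNK cells, for H3K27ac (left), H3K4me3 (middle) and H3K27me3 (right). Each symbol is 1 of 17 participants, its shape and color give the cohort and its area grows with the length covered by peaks. ECs lie among ARTs and HIVNs on these axes, apart from EC replicate 1, which has the smallest covered length.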

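A region on chromosome 14 (56194995 to 56196258, GRCh38) assigned by the paper's Table S1 to PELI2, a ubiquitin ligase of Toll-like receptor signaling, carried an H3K27ac peak in 5 of 6 ECs, 0 of 6 ARTs and 2 of 5 HIVNs in cNK cells. The peaks covered 835 ± 495 bp (SD, n = 6) of it in ECs and none of it in ARTs. The region assigned to TRPV3, an ion channel gene, was marked in 5 of 6 ECs, 1 of 6 ARTs and 5 of 5 HIVNs (chromosome 17, 3514731 to 3515581). The region of PLEC, which encodes the cytoskeletal linker plectin, was marked in 2 of 6 ECs, 5 of 6 ARTs and 3 of 5 HIVNs (chromosome 8, 143941774 to 143944157). These 3 regions were taken from the paper's table because they differ there between ECs and ARTs of the same study, so their values describe the regions and are no new test. Among promoters, PLA2G4C, which encodes a cytosolic phospholipase (chromosome 19, 48047843 to 48110817), carried H3K27ac in 0 of 6 ECs and 6 of 6 ARTs (two-sided Fisher's exact test, p = 0.00216, the smallest p that 6 against 6 allow).
Against ARTs, the collagen gene COL23A1 was the single promoter with H3K27ac in more ECs at an unadjusted Fisher's exact p under 0.05 (5 of 6 against 0 of 6), and 7 promoters had it in fewer ECs. These included the mitophagy receptor gene BNIP3 and the melanocortin receptor gene MC1R, each in 0 of 6 ECs and 5 of 6 ARTs. Against HIVNs, 14 promoters carried H3K27ac in more ECs and 0 in fewer. NEIL2, a DNA glycosylase of base excision repair, VEGFB, a growth factor, MTA1, a subunit of a chromatin remodeling complex, and GDF11, of the TGF-β family, were marked in 5 of 6 ECs and 0 of 5 HIVNs, and ATMIN, a factor of the DNA damage response, in 6 of 6 and 1 of 5. H3K4me3 marked FHOD3 and COCH in 5 of 6 ECs and 0 of 6 ARTs, and the numbers of promoters with more and fewer ECs were 2 and 0 against ARTs, and 0 and 2 against HIVNs. For H3K27me3 they were 0 and 12 against ARTs and 1 and 5 against HIVNs. SLC2A8, a glucose transporter, carried H3K27me3 in 0 of 6 ECs and 5 of 5 HIVNs (Fisher's exact test, p = 0.00216), and FADS1, a fatty acid desaturase, in 0 of 6 ECs and 5 of 6 ARTs (Fisher's exact test, p = 0.0152).
No promoter passed a Benjamini-Hochberg adjusted p of 0.05 in Fisher's exact test for any mark or cohort, over 13594 testable promoters for H3K27ac against ARTs. Of 200 simulated promoters present in every participant of 1 cohort and absent from the other, 0 passed this adjustment at 6 against 6. A number of 0 therefore does not show that promoters are alike. EC replicate 1 carried H3K27ac at 371 promoters, and without it 109 promoters had H3K27ac in more ECs than HIVNs, 27 had H3K4me3 in more ECs than ARTs and 24 had H3K27me3 in more ECs than HIVNs at an unadjusted p under 0.05.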

Corresponding to this global analysis, we noted a signature of genes with significant enrichment or de-enrichment for H3K27ac and H3K4me3 at the respective genomic locations of cNK cells from ECs relative to the reference cell populations; however, genes with differential H3K27me3 marks were less obvious in ECs compared to people without HIV (Figure 1C; Table S1). Moreover, Ingenuity Pathway Analysis (IPA) suggested that genes with enhanced activating histone modifications in ECs were functionally involved in the regulation of immune activity, oncogenesis, and cell metabolism (Figures S2A–S2F). In contrast to CD56^dim^ CD16^+^ cNK cells, epigenetic differences between ECs and reference cohorts of PLWH on ART or people without HIV were less apparent within in the CD56^bright^ CD16^−^ NK cell subset (Figure S1B). 

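Promoters of NK cell effector genes carried activating marks in cNK cells of nearly every participant. Of 20 cytotoxic genes (such as perforin and granzymes) and of 17 activating receptors and adaptors, the median participant had H3K27ac and H3K4me3 at 100%, and H3K27me3 at 10.0% and 5.88%. Of 15 inhibitory receptors, 86.7% carried H3K27ac and 26.7% H3K27me3, and of 15 cytokine and chemokine genes 93.3% and 6.67%. Of 24 interferon-stimulated genes, 95.8% carried H3K27ac, and of 13 genes of HLA class I presentation 92.3%. Among 24 oncogenes and tumor suppressors, 83.3% carried H3K27ac, 95.8% H3K4me3 and 37.5% H3K27me3. The metabolic lists were 22 genes of oxidative phosphorylation, with H3K27ac at 100% and H3K27me3 at 4.55%, and 21 genes of glycolysis, at 90.5% and 19.0%. Over all protein-coding genes the median participant had H3K27ac at 58.4% of promoters and H3K27me3 at 33.7%.
Each list's share was set against the share over all genes in the same participant and compared between cohorts by two-sided exact permutation tests. For H3K27ac against HIVNs, oncogenes and tumor suppressors exceeded the share of all genes by 20.5 ± 9.84 percentage points (SD, n = 6) in ECs and 27.2 ± 3.38 (SD, n = 5) in HIVNs, which was within the spread (exact permutation p = 0.177). For glycolysis these values were 28.9 ± 10.9 and 27.5 ± 3.71 (exact permutation p = 0.848), and for oxidative phosphorylation 32.9 ± 17.1 and 41.0 ± 4.11 (exact permutation p = 0.420). Against ARTs, H3K4me3 at NK cytokines and chemokines exceeded all genes by 10.0 ± 6.43 points in ECs and 17.9 ± 3.94 in ARTs (exact permutation p = 0.0238), and at activating receptors by 25.7 ± 14.2 and 33.5 ± 0.850 (exact permutation p = 0.0303). Dendritic cell markers, a list of 11 genes of another cell type, were at −32.4 ± 15.0 in ECs and −47.3 ± 8.97 in ARTs (exact permutation p = 0.0390). Over 22 lists and 132 comparisons in cNK cells, 3 had an exact permutation p under 0.05 and 0 remained after Benjamini-Hochberg adjustment, with a smallest adjusted p of 0.662. Counted gene by gene, 0 members of any list passed Fisher's exact test in cNK cells at an unadjusted p under 0.05, nor adjusted over the list alone. Without EC replicate 1 the dendritic list differed by 8.99 points (exact permutation p = 0.0758) and the activating receptors by −2.12 (exact permutation p = 0.0433), and leaving out any 1 ART took the latter p above 0.05, up to 0.171. Ingenuity Pathway Analysis is not analysed here, and the lists were fixed before the data were examined.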

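In CD56 bright cells, the promoter of FGFBP2, a marker of cytotoxic NK cells, carried H3K27ac in 0 of 6 ECs and 6 of 6 ARTs (two-sided Fisher's exact test, p = 0.00216; 0.0433 adjusted over the list of 20 cytotoxic genes alone). Few other list members differed, and none of them passed this adjustment. SPON2, also of the cytotoxic list, and NFKBIA, the inhibitor of NF-κB, were marked in 1 of 6 ECs and 6 of 6 ARTs, and FOS, a subunit of AP-1, and CTLA4, an inhibitory receptor, in 0 of 6 and 5 of 6 (Fisher's exact test, p = 0.0152 each). Against HIVNs, KLRC1, which encodes the inhibitory receptor NKG2A, and the kinase gene AKT1 carried H3K27ac in 0 of 6 ECs and 4 of 5 HIVNs (Fisher's exact test, p = 0.0152). Immediate early genes carried H3K27ac at 30.2 ± 28.5% of 21 promoters in ECs (SD, n = 6) and 78.6 ± 25.5% in ARTs (SD, n = 6), which is an excess over all genes of 14.1 and 36.3 percentage points (exact permutation p = 0.0216, and 0.483 adjusted).
Over all promoters, H3K27ac was found in fewer ECs at 444 against ARTs and at 152 against HIVNs at an unadjusted Fisher's exact p under 0.05, and in more ECs at 0. H3K4me3 was found in fewer ECs at 11 promoters against ARTs and 0 against HIVNs, and H3K27me3 in fewer at 35 against either cohort. Leaving out 1 participant at a time moved the H3K27ac numbers up to 1573 and 1057 and the H3K27me3 numbers up to 1101 and 566, each without replicate 5 of the other cohort. After Benjamini-Hochberg adjustment over all promoters 0 remained in Fisher's exact test, which at these group sizes does not show that promoters are alike. Of 132 comparisons of gene lists in CD56 bright cells, 7 had an exact permutation p under 0.05 and 0 passed adjustment (smallest adjusted p 0.483).
The number of H3K27ac promoters against ARTs in cNK cells minus that in CD56 bright cells was −436 (8 and 444), and 4 of 100 permutations of the cohort labels, kept together over both populations, gave a difference as large (permutation p = 0.04). This rests on the participants and peaks kept, since leaving out 1 participant gave a permutation p of 0.02 to 0.1 and the 10000 highest-ranked peaks gave −81 (permutation p = 0.1). Against HIVNs and for the other marks, the permutation p of this difference in numbers of promoters was 0.17 or higher. The covered length of H3K27ac, cNK minus CD56 bright, was 41.2 Mb higher in ECs than in ARTs (exact permutation p = 0.182). The libraries differ in yield, since the median EC had H3K27ac at 3127 promoters in CD56 bright cells, the median ART at 8016 and the median HIVN at 6685, and 1 CD56 bright library of the ARTs carried H3K27ac at 100% of 13 monocyte genes. With the 10000 highest-ranked peaks of each library, 92 promoters had H3K27ac in fewer ECs than ARTs. From the distinct cNK profiles of ECs and the smaller differences in CD56 bright cells, the paper reasons that the cNK population was the one to explore further.

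**Figure D3:**
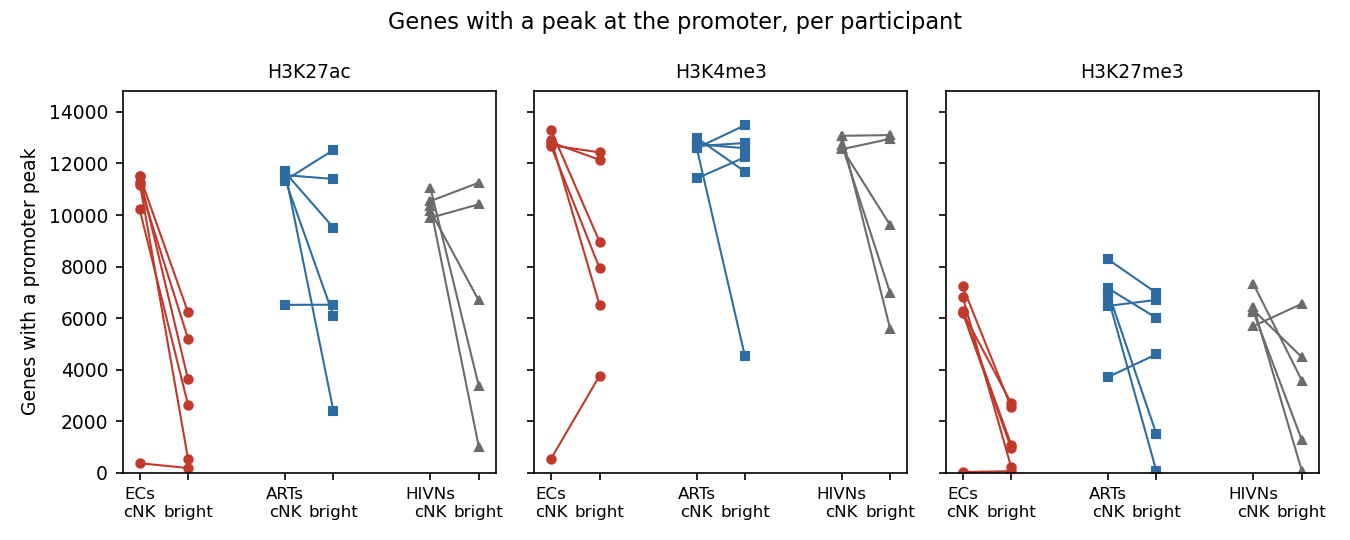
Number of protein-coding genes with a promoter peak in cNK and CD56bright cells, with a line joining both populations of each participant, for ECs (circles), ARTs (squares) and HIVNs (triangles). For H3K27ac, the CD56bright libraries of ECs lie between 182 and 6224 genes, and those of ARTs between 2406 and 12526.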

For this reason, our subsequent analysis focused on a further exploration of the CD56^dim^ CD16^+^ cNK cell population.

### Transcriptional and epigenetic activation of the IL-2-Rβ chain in cNK cells from ECs

We subsequently evaluated the associations between the epigenetic profiles and transcriptional signatures. For this purpose, we performed RNA-Seq on autologous sorted CD56^dim^ CD16^+^ cNK cells from our study participants. Overall, we noted a number of genes that were differentially expressed in ECs relative to PLWH on ART and people without HIV (Figures 2A and 2B). A computational IPA predicted that this differential gene expression signature in cNK cells from ECs (Figure 2C) translated into activation of pathways related to the crosstalk between DCs and NK cells, NK cell signaling, metabolic regulation, and IL-15-dependent immune activation (Figures 2D and 2E).

**Figure 2:**
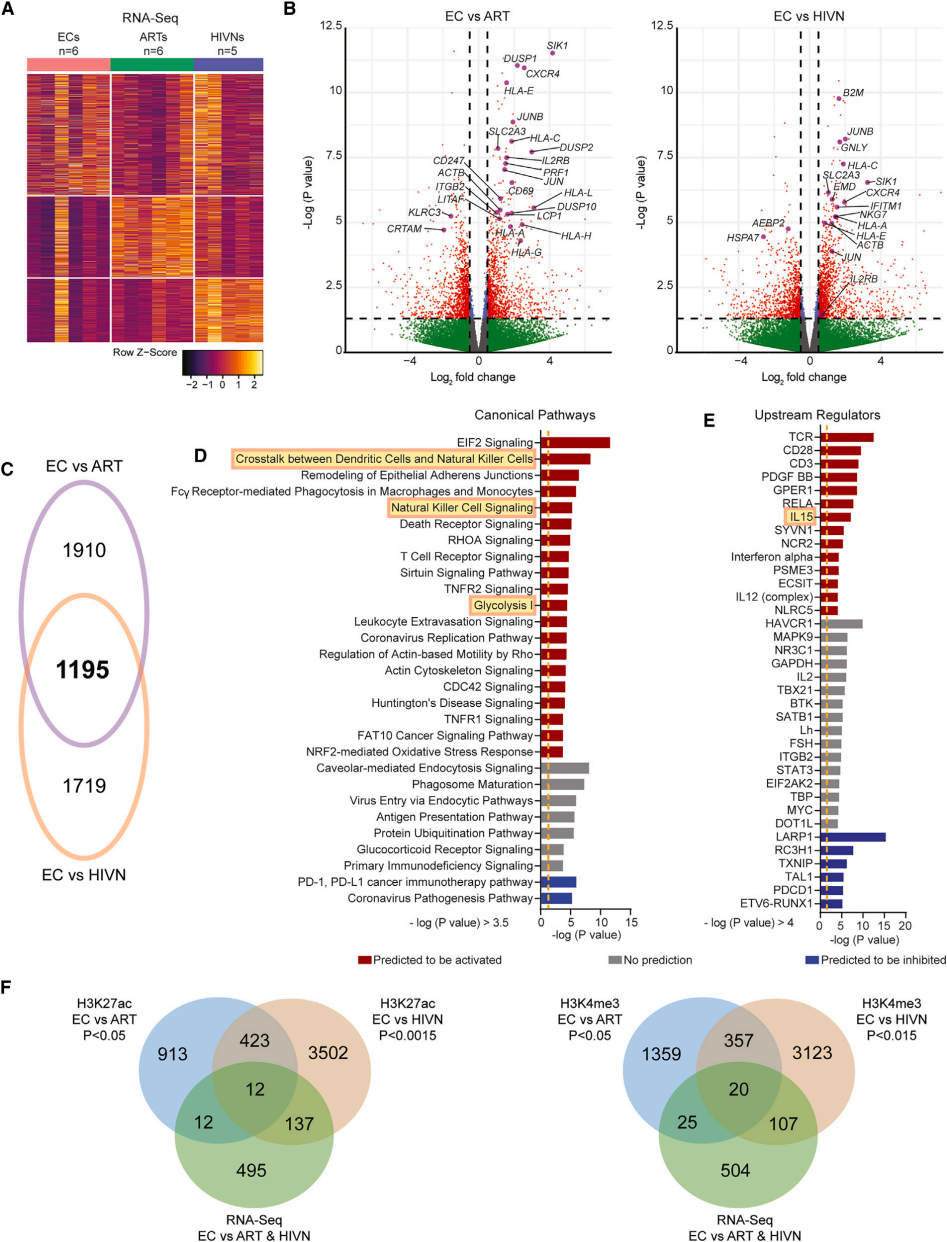
Transcriptional signatures of CD56^dim^ CD16^+^ cNK cells from ECs (A) Heatmap displaying differentially expressed genes (p < 0.05) in primary CD56^dim^ CD16^+^ cNK cells from ECs (n = 6), ARTs (n = 6), and HIVNs (n = 5) using RNA-seq analysis. (B) Volcano plot showing differentially expressed genes in primary cNK cells from ECs (n = 6) in comparison to ARTs (n = 6; left) and HIVNs (n = 5; right). Red dots represent data with –log (p value) >1.3 and log2 fold change >0.5 or < −0.5. Selected genes with relevant NK cell function involvement are highlighted. (C) Venn diagram showing the overlaps between differentially expressed genes (p < 0.05) between ECs vs. HIVNs and ECs vs. ARTs. (D and E) Significant canonical pathways (D) and upstream regulators (E) predicted by Ingenuity Pathway Analysis (IPA) of differentially expressed genes from (A). Predicted up- and down-regulated pathways are marked in red and blue, respectively. Pathways with no predicted changes are marked in gray. Orange dashed lines mark –log (p value) = 1.3. (F) Venn diagrams showing the overlaps between genes with increased histone H3K27ac (left) and H3K4me3 (right) enrichment in primary cNK cells between ECs vs. HIVNs and ECs vs. ARTs on the upregulated genes (p < 0.05).

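The genes that head the paper's Tables S2 and S3, which pair increased activating marks with higher expression in ECs, carried H3K4me3 at their promoters in nearly all cNK libraries of every cohort, and most of them H3K27ac. Of 12 genes at the head of Table S2, 9 carried H3K27ac in at least 16 of 17 participants and 12 carried H3K4me3. CRTC3, a coactivator of CREB, and HDAC1, a histone deacetylase, carried H3K27ac in 5 of 6 ECs, 6 of 6 ARTs and 5 of 5 HIVNs. CCND3, a cyclin of the transition from G1 to S phase, and GNG2, a G protein subunit, had the same numbers. Of 18 genes found from the head of Table S3, 18 carried H3K4me3 in at least 16 of 17 participants and 12 carried H3K27ac, while CELSR2, a cadherin gene, had H3K27ac in 0 of 6 ECs, 1 of 6 ARTs and 0 of 5 HIVNs. In none of these genes did the promoter length covered by H3K27ac or H3K4me3 differ between ECs and another cohort at a p under 0.05 (two-sided exact permutation tests, smallest p = 0.0541, for H3K27ac at PRR5-ARHGAP8 against HIVNs). For the repressive mark, the smallest p among these genes was at SMIM3, a small membrane protein gene. There H3K27me3 was found in 1 of 6 ECs, 6 of 6 ARTs and 1 of 5 HIVNs (exact permutation p = 0.00433 for the covered length against ARTs, not adjusted for the number of genes, marks and cohorts).
Of the 28 genes that the paper labels in Fig. 2B, 21 carried H3K27ac and 26 carried H3K4me3 in at least 16 of 17 participants, and 22 carried H3K27me3 in none. They include PRF1, which encodes perforin, JUN and JUNB, subunits of AP-1, and CD247, the ζ chain that couples NK receptors to signaling. CXCR4, a chemokine receptor, carried H3K27me3 in 1 of 6 ECs, 1 of 6 ARTs and 4 of 5 HIVNs (exact permutation p = 0.0411 for the covered length against HIVNs, unadjusted and the smallest of these 28 genes). The glucose transporter gene SLC2A3 carried H3K27ac, H3K4me3 and H3K27me3 each in 16 of 17 participants. The names in these tables and in Fig. 2B were read before the values were computed, and the expression data are not analysed here.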

To further investigate these transcriptional changes in the context of the epigenetic data, we focused on the gene encoding for the β chain (CD122) of the IL-2 and IL-15 receptor complex. CD122 (IL-2-Rβ) can form a heterodimer receptor complex for both IL-2 and IL-15 that is selectively expressed on cNK cells and CD8^+^ T cells.^43^ We observed that primary cNK cells from ECs had a higher enrichment of H3K27ac marks on the *IL2RB* gene region compared to PLWH on ART and people without HIV; higher H3K4me3 mark enrichments were also observed in ECs but reached levels of statistical significance only in comparison to people without HIV (Figures 2F, 3A, and S3A; Tables S2 and S3). 

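IL2RB (ENSG00000100385), the gene of CD122, lies on the minus strand of chromosome 22 from 37118666 to 37175118 (GRCh38). Together with 2 kb upstream it was covered by H3K27ac peaks over 32.3 ± 17.4 kb of 58.5 kb in ECs (SD, n = 6), 34.2 ± 12.9 kb in ARTs (SD, n = 6) and 26.9 ± 9.78 kb in HIVNs (SD, n = 5). The participants of a cohort differed by more than the cohort means did (two-sided exact permutation test, p = 0.779 against ARTs and 0.558 against HIVNs). H3K4me3 covered 7.78 ± 4.00 kb in ECs, 8.46 ± 2.19 kb in ARTs and 8.92 ± 1.07 kb in HIVNs (exact permutation p = 0.723 and 0.708). EC replicate 1 had no H3K27ac peak over IL2RB. Without it, H3K27ac covered 38.7 ± 8.05 kb in ECs (SD, n = 5), more than in either cohort but with no p under 0.05 (exact permutation p = 0.580 against ARTs and 0.0635 against HIVNs). H3K4me3 covered 9.28 ± 1.72 kb in these ECs (exact permutation p = 0.539 and 0.714). Relative to the share of the genome covered in the same library, H3K27ac over IL2RB in all ECs was 22.7 times the genome's mean, below the 27.1 times in ARTs and the 31.8 times in HIVNs (exact permutation p = 0.517 and 0.139). Without EC replicate 1 it was 27.2 times in ECs, level with ARTs and still below HIVNs (exact permutation p = 0.961 and 0.214). Among HIVNs the H3K27ac length ranged from 12.0 to 36.3 kb, and among ECs other than replicate 1 from 25.7 to 46.2 kb.
A region 1669 bp upstream of the canonical TSS, on chromosome 22 from 37151585 to 37151925, which the paper's Table S1 lists for IL2RB and which is intronic in 7 of its 22 transcripts, carried H3K27ac in 4 of 6 ECs, 1 of 6 ARTs and 1 of 5 HIVNs. The peaks covered a mean of 149 bp of its 341 bp in ECs, 23.3 bp in ARTs and 10.4 bp in HIVNs. With these numbers of participants, Fisher's exact test gave p = 0.242 against either cohort and the exact permutation test of the length p = 0.106 and 0.139. H3K4me3 was found there in 0 of 17 participants. The region was taken from the paper's differential analysis of ECs and ARTs of the same study, so its H3K27ac values are no new test. Of other genes of the IL-15 receptor pathway, JAK1 and IL15RA carried H3K27ac in 5 of 6 ECs, 6 of 6 ARTs and 5 of 5 HIVNs.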

Inhibitory H3K27me3 histone modifications showed no differences at the *IL2RB* locus between the three study cohorts. 

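No H3K27me3 peak lay over IL2RB or its 2 kb upstream in cNK cells of any of 17 participants, and BCL2, a target of IL-15 signaling, had none either. The lists hold only peaks that passed the authors' caller, so a level below it cannot be read from them. The high-affinity receptor chain gene IL2RA, on chromosome 10 from 6010689 to 6062370, did carry H3K27me3 at its promoter, in 2 of 6 ECs, 5 of 6 ARTs and 1 of 5 HIVNs (two-sided Fisher's exact test, p = 0.242 against ARTs and 1 against HIVNs). H3K27ac was found at the promoter of IL2RA in 0 of 17 participants. Of 20 genes of IL-2 and IL-15 signaling, the median participant carried H3K27me3 at 10.0% of promoters, with means of 9.17 ± 5.85% in ECs (SD, n = 6), 12.5 ± 5.24% in ARTs (SD, n = 6) and 9.00 ± 4.18% in HIVNs (SD, n = 5). Relative to all genes this list did not differ between cohorts (two-sided exact permutation test, p = 0.695 and 0.348).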

Notably, the enrichment of activating histone marks was seen in the promoter and enhancer regions of the *IL2RB* gene, which are essential for gene transcription (Figures 3A and 3B). 

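The IL2RB promoter around its canonical TSS at 37149916 carried both activating marks in every cNK library except that of EC replicate 1. This promoter window, on chromosome 22 from 37141649 to 37151919, holds 10 annotated TSSs and the first exons of the canonical transcript. It was covered by H3K4me3 over 5237 ± 2600 bp in ECs (SD, n = 6), 5764 ± 891 bp in ARTs (SD, n = 6) and 6157 ± 227 bp in HIVNs (SD, n = 5), which was within the spread between participants (two-sided exact permutation test, p = 0.859 and 0.786). H3K27ac covered 7838 ± 3962 bp of it in ECs, 8547 ± 2640 bp in ARTs and 7145 ± 2593 bp in HIVNs (exact permutation p = 0.658 and 0.764). EC replicate 1, without either mark there, lowers both EC means. Where an EC mean of this window lies below that of another cohort, it does so through this participant. Inside the gene, a window around an internal TSS (37134408 to 37138408) carried H3K27ac in 5 of 6 ECs, 5 of 6 ARTs and 4 of 5 HIVNs and H3K4me3 in 0 of 17 participants. At the most upstream TSSs (37173054 to 37177118) H3K27ac was found in 2 of 6 ECs, 1 of 6 ARTs and 1 of 5 HIVNs. The paper's text gives no coordinates for its promoter and enhancer regions, so these windows follow the annotation.

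**Figure D4:**
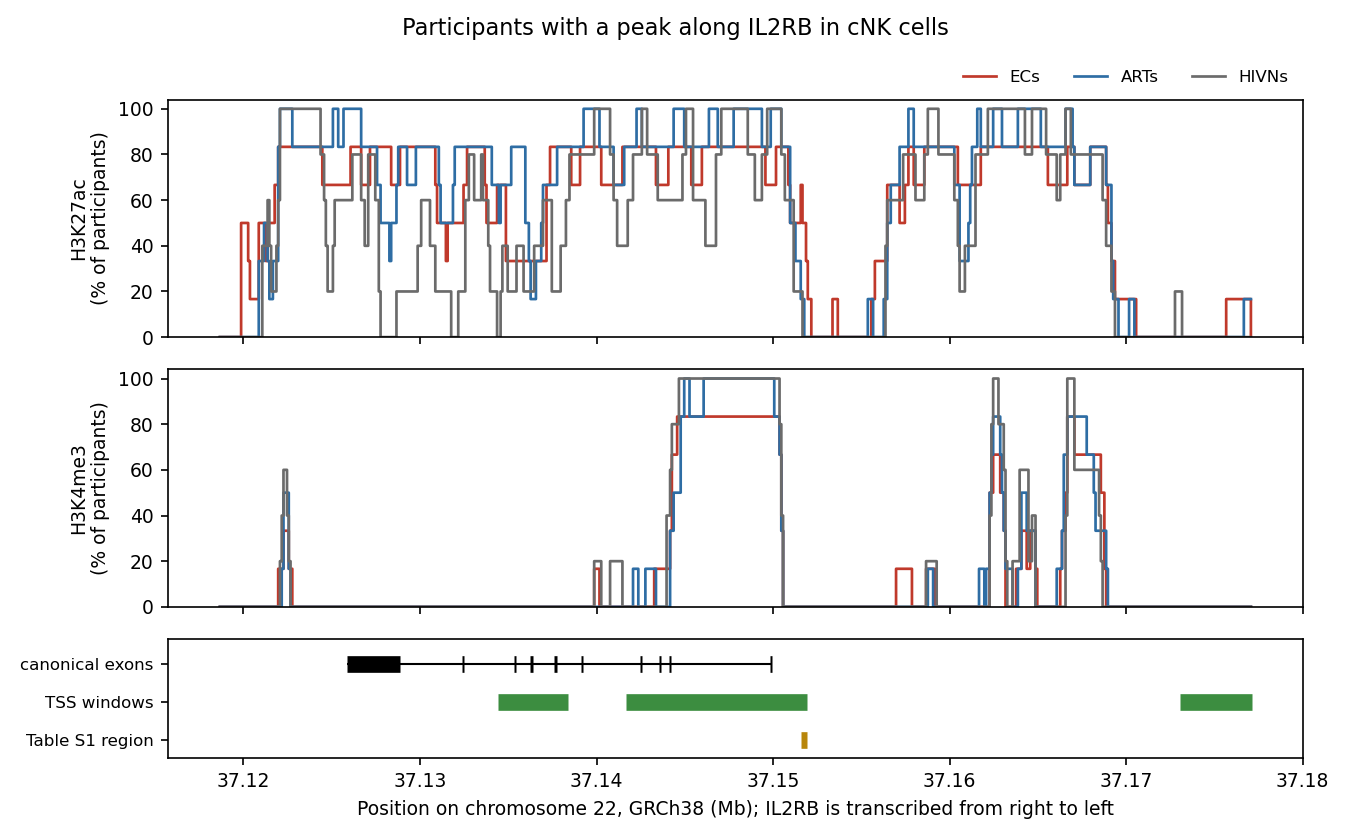
Percent of participants of each cohort with an H3K27ac peak (top) or an H3K4me3 peak (middle) at each position along IL2RB in cNK cells, with the canonical exons, the TSS windows and the region listed in the paper's Table S1 (bottom). The gene is transcribed from right to left, and H3K4me3 is found in 5 of 6 ECs and in all ARTs and HIVNs at the canonical TSS.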

Enhanced activating epigenetic marks on the *IL2RB* gene in ECs were associated with elevated transcriptional activity, specifically in comparison to people without HIV (Figures 3A and 3B). Consequently, an upregulation of the IL-2-Rβ surface protein expression was seen in primary, steady-state cNK cells from ECs compared to PLWH on ART (p = 0.0484) and people without HIV (p = 0.0018) (Figures 3C and S3B). Together, these findings suggest an altered epigenetic and transcriptional program in cNK cells from ECs that involves increased signaling via the IL-2-Rβ chain.

**Figure 3:**
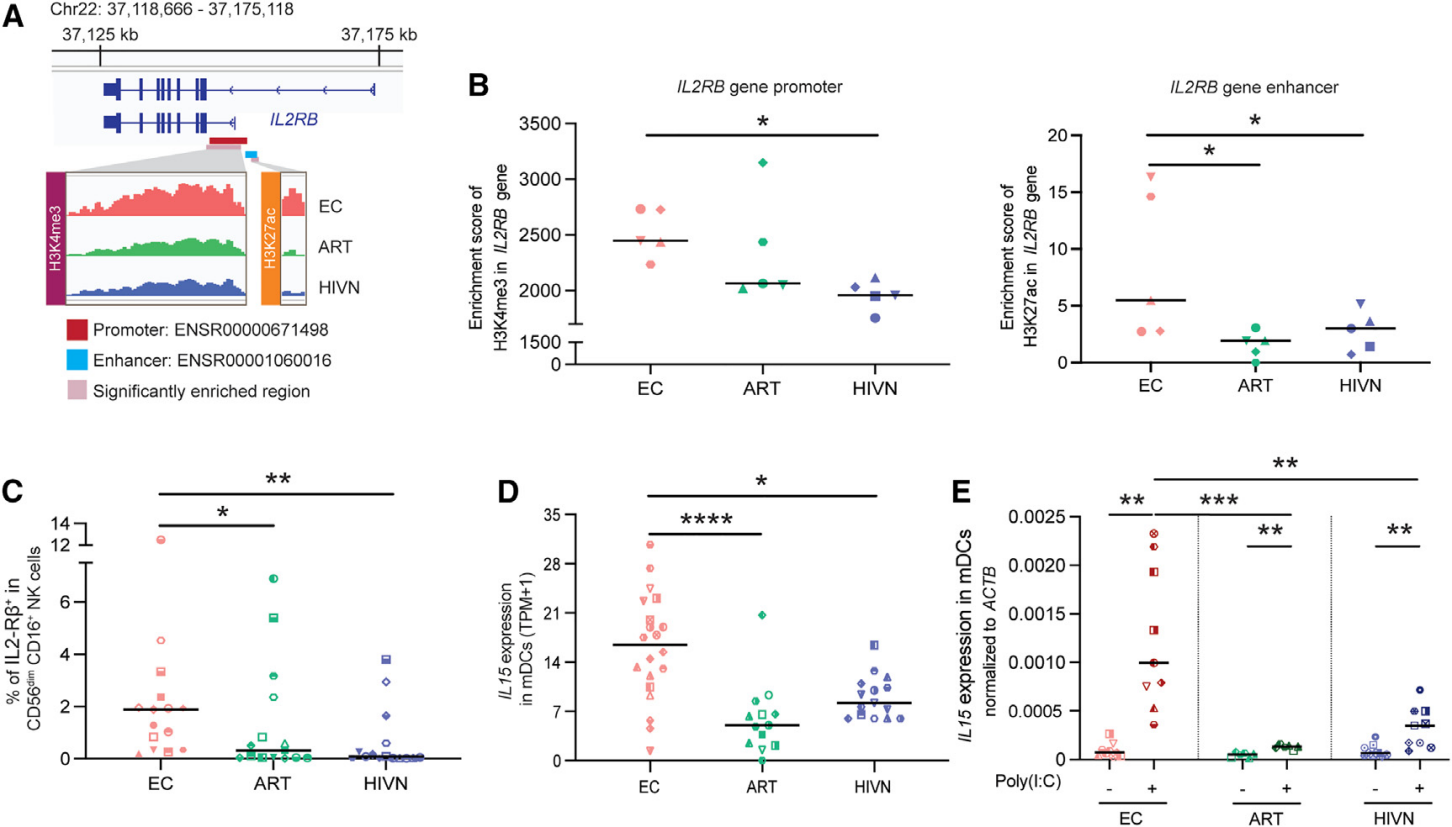
CD56^dim^ CD16^+^ cNK cells from ECs are supported by mDC-NK cell crosstalk via IL-15-IL-2-Rβ axis (A) CUT&RUN-seq reads for H3K27ac and H3K4me3 marks at the *IL2RB* gene locus in primary CD56^dim^ CD16^+^ cNK cells from a representative EC, ART, and HIVN. Purple areas mark regions with significantly increased histone H3K27ac or H3K4me3 reads. Predicted promoter and enhancer regions from Ensembl database are highlighted in red and blue, respectively. (B) The enrichment scores for H3K4me3 and H3K27ac marks from the CUT&RUN-seq reads in the promoter (left) and enhancer (right) regions, respectively, of the *IL2RB* gene were compared between ECs, ARTs, and HIVNs (n = 5 in each cohort). Kruskal-Wallis test was used for statistical analysis. (C) The frequencies of IL-2-Rβ^+^ cNK cells were compared among ECs (n = 15), ARTs (n = 15), and HIVNs (n = 15). Kruskal-Wallis test was used for statistical analysis. (D) The mRNA expression (TPM+1) of *IL15* in mDCs was compared among ECs (n = 20), ARTs (n = 13), and HIVNs (n = 15). Kruskal-Wallis test was used as the statistical test. (E) *IL15* transcript expression normalized to *ACTB* in mDCs from ECs (n = 9), ARTs (n = 6), and HIVNs (n = 9), after 2 μg/mL poly(I:C) stimulation for 24 h or without stimulation, was measured by RT-PCR. Wilcoxon matched-pairs signed-rank test was used to compare *IL15* expression between stimulated and unstimulated cells, whereas Kruskal Wallis test was used to compare *IL15* expression among cohorts. Horizontal lines in (B)–(E) represent medians. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, ^∗∗∗∗^p < 0.0001.

### Increased transcriptional propensity for paracrine IL-15 secretion in ECs

IL-2 and IL-15 both act as physiological ligands for the receptor complex formed by the IL-2 receptor β chain on NK cells^43^; however, IL-15 provides more potent signals for NK cell development, expansion, and survival compared to IL-2.^44^^,^^45^^,^^46^^,^^47^ Additionally, IL-15 seems to have a higher affinity to its receptor complex compared to IL-2.^45^ Using RNA sequencing (RNA-seq) data from defined sorted immune cell subsets from ECs,^48^ we noted that the expression of the *IL15* mRNA was significantly higher in mDCs from ECs compared to PLWH on ART (p < 0.0001) and people without HIV (p = 0.0186) (Figure 3D); a similar, although less pronounced, finding was made for CD4^+^ T cells but not for B cells or monocytes (Figure S3D). Following TLR3 stimulation using poly(I:C) to activate mDCs, the expression of *IL15* mRNA in mDCs from ECs increased profoundly and again markedly exceeded corresponding levels in mDCs from PLWH on ART (p = 0.0001) or people without HIV-1 (p = 0.0069) (Figure 3E). In contrast, *IL2* mRNA expression was not different in any of the immune cell subsets from any of our study cohorts (Figures 3E and S3C). Thus, the elevated epigenetic and transcriptional activation of the IL-2-Rβ chain in cNK cells from ECs seems to converge with an increased propensity of autologous mDCs (and, to a lesser extent, of CD4^+^ T cells) for paracrine IL-15 secretion. Together, these results suggest that improved IL-15 receptor/ligand interactions may underlie distinct cNK cell functionalities in ECs.

### cNK cells from ECs are epigenetically poised for improved BCL-2 upregulation and increased cytotoxicity after IL-15 stimulation

To investigate the responses of NK cells to IL-15 stimulation, we performed transcriptomic profiling of NK cells from 4 people without HIV using RNA-seq. Consistent with the results of cNK cells analyzed directly *ex vivo* (Figures 2D and 2E), we noticed that the exposure to exogenous IL-15 resulted in differential expression of genes (Figure 4A) involved in pathways related to the crosstalk between DCs and NK cells, NK cell signaling, and IL-15-dependent immune activation (Figures 4B and 4C). Notably, the gene encoding for the antiapoptosis molecule BCL-2 was among the genes most strongly upregulated in IL-15-stimulated NK cells (Figures 4D and S4A). Moreover, predicted canonical pathways and upstream regulators responding to IL-15 stimulation frequently included the *BCL2* gene (Figures 4B and 4C). Other genes with notable upregulation following IL-15 stimulation encoded for the IL-2 receptor α chain and for the NK cell activation marker CD69 (Figures 4B–4D and S4A).

**Figure 4:**
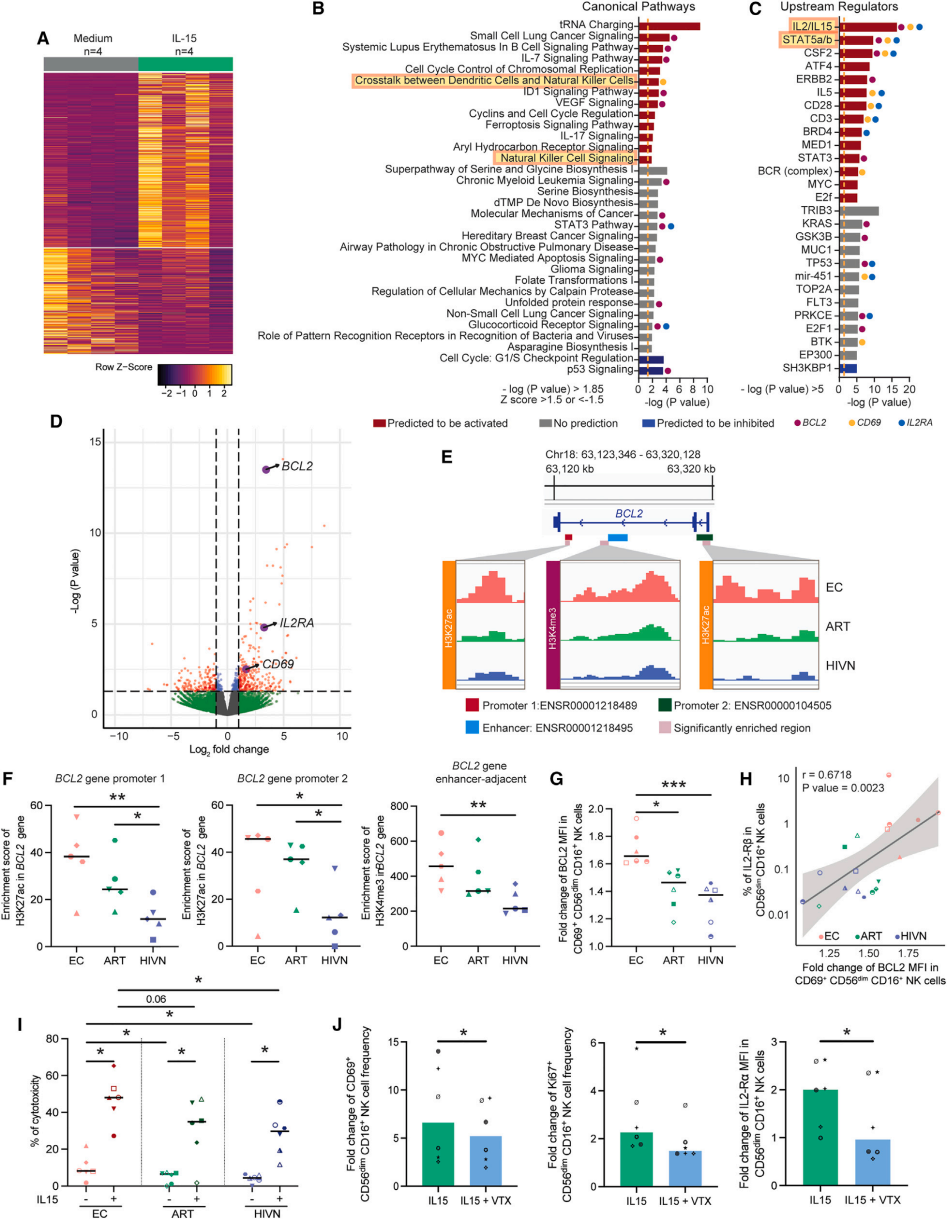
Epigenetic profiles and functional changes in CD56^dim^ CD16^+^ cNK cells after IL-15 stimulation (A) Heatmap displaying differentially expressed genes (p < 0.05) in NK cells, with or without 10 ng/mL IL-15 stimulation for 24 h using RNA-seq analysis. (B and C) Significant canonical pathways (B) and upstream regulators (C) predicted by IPA of differentially expressed genes from (A). Predicted up- and down-regulated pathways are marked in red and blue, respectively. Pathways with no predicted change are marked in gray. Orange dashed lines mark –log (p value) = 1.3. Canonical pathways and upstream regulators containing *BCL2*, *CD69*, and *IL2RA* are marked with purple, yellow, and blue dots, respectively. (D) Volcano plot showing differentially expressed genes in IL-15-stimulated vs. unstimulated NK cells. Red dots represent data with –log (p value) >1.3 and log2 fold change >1 or < −1. (E) CUT&RUN-seq reads for H3K27ac and H3K4me3 marks at the *BCL2* gene locus in primary CD56^dim^ CD16^+^ cNK cells from a representative EC, ART, and HIVN. Purple areas mark regions with significantly increased histone H3K27ac or H3K4me3 reads. Predicted promoter 1, promoter 2, and enhancer regions from Ensembl database are highlighted in red, green, and blue, respectively. (F) The enrichment scores for H3K27ac and H3K4me3 marks from the CUT&RUN-seq reads in the promoter- (left and middle) and enhancer-adjacent (right) regions, respectively, of the *BCL2* gene were compared between ECs, ARTs, and HIVNs (n = 5 in each cohort). Kruskal-Wallis test was used for statistical analysis. (G) The mean fluorescent intensities (MFIs) of BCL2 in CD69^+^ cNK cells were compared among ECs (n = 6), ARTs (n = 6), and HIVNs (n = 6). The MFIs are shown as fold changes after 10 ng/mL IL-15 stimulation relative to unstimulated controls. Kruskal-Wallis test was used for statistical analysis. (H) Correlation analysis was shown between the fold changes of BCL2 MFI in CD69^+^ cNK cells with the frequency of IL-2-Rβ^+^ cNK cells using Spearman test. (I) The cytotoxic activity of cNK cells against the K562 cell line was compared among ECs (n = 6), ART (n = 6), and HIVNs (n = 6), with and without IL-15 stimulation (10 ng/mL). Mann-Whitney and Wilcoxon matched-pairs signed-rank tests were used for statistical analysis. (J) The frequencies of CD69^+^ cNK cells and Ki-67^+^ cNK cells, as well as the MFI of IL-2Rα in cNK cells, were compared in cells stimulated with 10 ng/mL IL-15, with (n = 6) or without 100 nM venetoclax (n = 6) for 24 h. The data are shown as fold changes relative to unstimulated controls. Wilcoxon matched-pairs signed-rank test was used as the statistical test. Horizontal lines in (F)–(I) and bars in (J) represent medians. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001.

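BCL2 (ENSG00000171791), an inhibitor of apoptosis, lies on the minus strand of chromosome 18 from 63123346 to 63320128 (GRCh38). In cNK cells, H3K27ac peaks covered 35.3 ± 26.0 kb (SD, n = 6) of the gene and its 2 kb upstream in ECs, 43.0 ± 25.7 kb (SD, n = 6) in ARTs and 17.8 ± 9.79 kb (SD, n = 5) in HIVNs. Neither difference from ECs had a p under 0.05 (two-sided exact permutation test, p = 0.615 against ARTs and 0.199 against HIVNs). H3K4me3 covered 9.87 ± 5.24 kb in ECs, 10.9 ± 3.12 kb in ARTs and 10.3 ± 2.13 kb in HIVNs (exact permutation p = 0.740 and 0.909). EC replicate 1 had no H3K27ac peak over the gene. Without it H3K27ac covered 42.3 ± 21.7 kb in ECs (SD, n = 5), more than in HIVNs by 24.5 kb on average (exact permutation p = 0.0476), and level with ARTs (exact permutation p = 0.974). As a share of the genome covered in the same library, the H3K27ac coverage of BCL2 in all ECs was 6.61 times the genome's mean, in ARTs 9.51 times and in HIVNs 6.12 times (exact permutation p = 0.149 against ARTs and 0.820 against HIVNs). Without EC replicate 1 it was 7.93 times in ECs (exact permutation p = 0.299 and 0.167). Of 16 genes of the BCL-2 family, the median participant carried H3K27ac at 75.0% of promoters and H3K4me3 at 93.8%.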

Notably, we observed an enrichment of the activating H3K27ac and H3K4me3 histone marks at the *BCL2* gene in cNK cells from ECs analyzed directly *ex vivo* compared to PLWH on ART and people without HIV (Figures 4E and S4B). These activating histone marks populated the promoter- and enhancer-adjacent regions of *BCL2* gene (Figures 4E and 4F). In contrast, expression of *BCL2* in primary cNK cells from ECs was not elevated at baseline on the RNA or protein level (Figure S4C), suggesting that the activating histone marks at the *BCL2* gene locus in *ex*-*vivo*-isolated cNK cells are not directly translating into transcriptional activation but predispose cNK cells to increased upregulation of BCL-2 in response to IL-15 stimulation. 

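The BCL2 promoter at its canonical TSS (63319769) carried H3K4me3 in 5 of 6 ECs, 6 of 6 ARTs and 5 of 5 HIVNs in cNK cells. This window, on chromosome 18 from 63316666 to 63322128, includes the first exons and was covered by H3K4me3 over 3813 ± 1869 bp in ECs (SD, n = 6), 4257 ± 531 bp in ARTs (SD, n = 6) and 4445 ± 185 bp in HIVNs (SD, n = 5), without a difference beyond the spread (two-sided exact permutation test, p = 0.983 and 0.950). H3K27ac covered 2697 ± 1703 bp of it in ECs, 3054 ± 1694 bp in ARTs and 1253 ± 633 bp in HIVNs (exact permutation p = 0.727 and 0.108). EC replicate 1, with no H3K27ac and 133 bp of H3K4me3 over the gene and its 2 kb upstream, lowers both EC means. Where an EC mean of this window lies below that of another cohort, it does so through this participant. A pair of windows lies at internal TSSs within the long intron of the canonical transcript. The window from 63156238 to 63163869 carried H3K27ac in 5 of 6 ECs, 6 of 6 ARTs and 5 of 5 HIVNs, and in 14 of 16 libraries with a peak there the peak ranked in the top 10% of its list by fold enrichment. The window from 63136411 to 63140411 carried H3K27ac in 5 of 6 ECs, 5 of 6 ARTs and 3 of 5 HIVNs, over 1366 ± 970 bp in ECs and 315 ± 450 bp in HIVNs (exact permutation p = 0.0606). In the part of the paper's Table S1 at hand, the region listed for BCL2 is intronic (63151797 to 63152375). It carried H3K27ac in 0 of 6 ECs, 4 of 6 ARTs and 0 of 5 HIVNs (Fisher's exact test, p = 0.0606 against ARTs). This region comes from the paper's differential analysis of the same study, so its values are no new test.

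**Figure D5:**
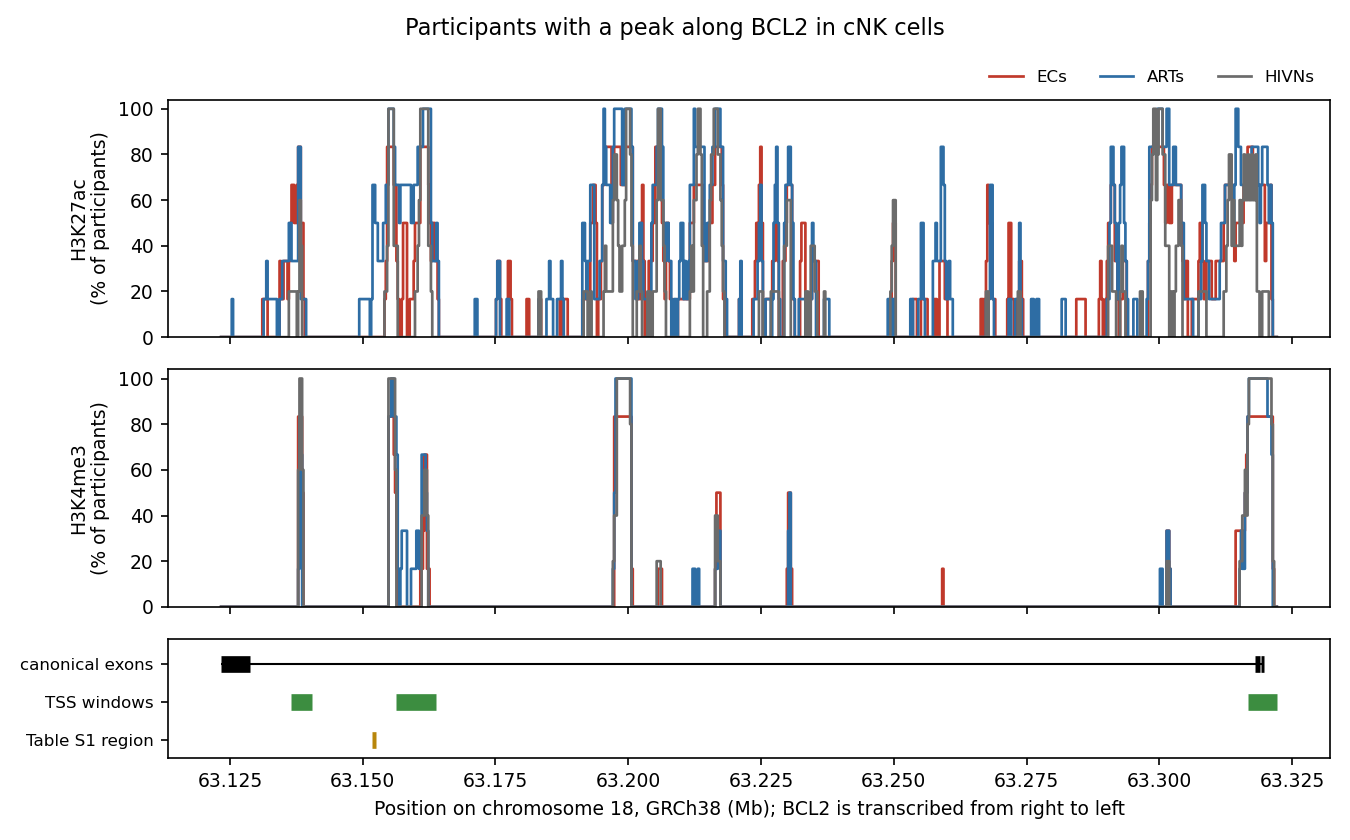
Percent of participants of each cohort with an H3K27ac peak (top) or an H3K4me3 peak (middle) at each position along BCL2 in cNK cells, with the canonical exons, the TSS windows and the region listed in the paper's Table S1 (bottom). The gene is transcribed from right to left, and H3K4me3 is found at the canonical TSS in 5 of 6 ECs and in all ARTs and HIVNs.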

To further explore this, we measured the intracellular expression of the BCL-2 protein following IL-15 stimulation in our study cohorts using flow cytometry. After IL-15 stimulation, intracellular BCL-2 expression was significantly higher in activated CD69^+^ cNK cells from ECs in comparison to the reference cohorts (ECs vs. ARTs p = 0.011; ECs vs. HIVNs p = 0.001) (Figure 4G). In addition, the expression changes of BCL-2 in CD69^+^ cNK cells after IL-15 stimulation were positively associated with the surface expression of the IL-2-Rβ chain at baseline (Figure 4H), suggesting that the elevated expression of the IL-15 receptor may contribute to a higher responsiveness to IL-15 stimulation, which then translates into elevated BCL-2 expression. Together, these findings suggest that elevated expression of the IL-2-Rβ chain synergizes with increased paracrine IL-15 secretion to enhance BCL-2 expression in epigenetically poised cNK cells. Such a distinct interplay between IL-15, the IL-2-Rβ chain, and the BCL-2 at the transcriptional and epigenetic levels is likely to translate into an improved survival of cNK cells from ECs.

Supporting this concept on a functional level, we observed that the proportion of cNK cells from ECs that remained viable over 24 h of *in vitro* culture with exogenous IL-15 was significantly higher compared to cNK cells from PLWH on ART and people without HIV (Figure S4D). We also noted that treatment with venetoclax, a BCL-2 inhibitor, resulted in a notable reduction in the proportion of CD69-, Ki-67-, and IL-2-Rα-expressing cNK cells, consistent with the important role of BCL-2 for maintaining the viability of cNK cells (Figure 4J). Interestingly, functional assays revealed that IL-15-stimulated cNK cells from ECs display significantly higher cytotoxic activities compared to people without HIV; there was also a trend for elevated cytotoxicity of IL-15-stimulated cNK cells from EC relative to PLWH on ART (Figure 4I). These results suggest that a higher responsiveness to IL-15 can translate into improved NK-cell-mediated killing of target cells. Together, these experiments support our hypothesis that the described epigenetic changes in cNK cells from ECs are functionally relevant for maintaining cell survival and cytotoxic activities.

### NK cells from ECs show increased glycolytic activities

Epigenetic changes in immune cells, specifically in the context of “trained immunity,” are frequently associated with altered metabolic programs.^38^^,^^49^ To further investigate functional changes in NK cells from ECs after IL-15 stimulation, we therefore evaluated their metabolic profiles, in particular their glycolytic activities. For this purpose, we stimulated NK cells from these cohorts with IL-15, followed by an evaluation of the extracellular acidification rate (ECAR), using the Seahorse technology.^50^ In response to IL-15 stimulation, a general increase of the ECAR was seen compared to baseline control (medium) (Figure 5A). Notably, we observed that glycolysis, glycolytic capacity, and glycolytic reserve were significantly higher in NK cells from ECs compared to PLWH on ART and people without HIV following IL-15 stimulation (Figures 5B–5D). These data suggest that NK cells from ECs display a distinct functional metabolic profile characterized by increased glycolytic activities following IL-15 stimulation.

**Figure 5:**
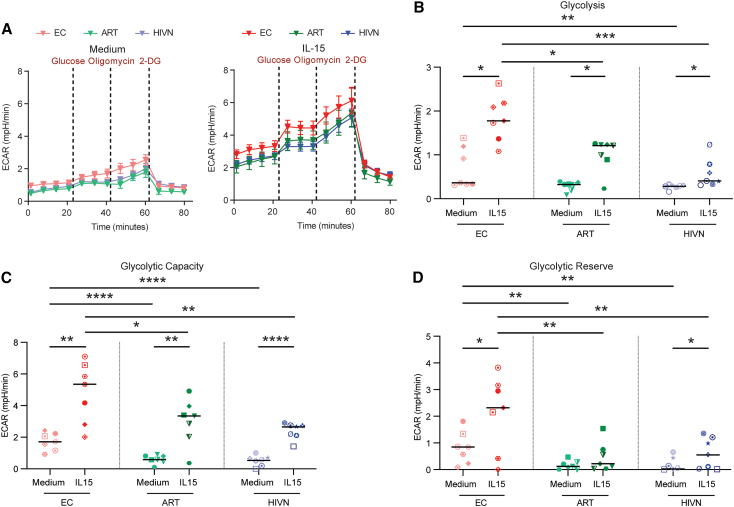
Increased IL-15-dependent glycolysis in NK cells from ECs (A) Extracellular acidification rate (ECAR) of NK cells from ECs (n = 7), ARTs (n = 7), and HIVNs (n = 7) with or without 10 ng/mL IL-15 stimulation for 24 h was measured at indicated time points in response to glucose, oligomycin, and 2-DG using a Seahorse XFe96 Analyzer. (B–D) Glycolysis (B), glycolytic capacity (C), and glycolytic reserve (D) of NK cells were compared in ECs, ARTs and HIVNs with or without 10 ng/mL IL-15 stimulation for 24 h. Paired t test was used to compare ECARs between stimulated and unstimulated cells, whereas one-way ANOVA test was used to compare ECARs among cohorts. Horizontal lines in (B)–(D) represent medians. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, ^∗∗∗∗^p < 0.0001.

## Discussion

Drug-free maintenance of undetectable plasma HIV-1 viral loads is best exemplified by ECs, and these individuals are frequently considered a model for a functional cure of HIV-1 infection. Innate immune activity may play an important role in promoting such a remarkable disease outcome, although their contribution relative to adaptive HIV-1-specific T cell-mediated immune responses remains an area of active investigation. Here, we demonstrated distinct epigenomic, transcriptomic, and metabolic profiles of CD56^dim^ CD16^+^ cNK cells from ECs. In particular, we found that primary cNK cells from ECs displayed higher levels of activating epigenetic chromatin features at the *IL2RB* gene locus, which was associated with a higher expression of the β chain of IL-15 receptor complex (IL-2-Rβ). Correspondingly, IL-15 transcription was strongly upregulated in mDCs from ECs, suggesting that the elevated expression of the IL-15 receptor on NK cells and enhanced paracrine IL-15 secretion in mDCs synergize in maintaining an enhanced IL-15 response signature in cNK cells from ECs. In line with these observations, we noted that IL-15 stimulation strongly enhanced BCL-2 protein expression and survival in cNK cells from ECs and augmented their cytotoxic properties and their functional glycolytic metabolic activities.

In previous studies, host characteristics of ECs were frequently evaluated using transcriptomic studies^51^^,^^52^^,^^53^^,^^54^ or genome-wide association studies (GWASs),^10^ while epigenetic investigations of immune cells, including NK cells, remain limited. Although epigenetic changes may in many cases not directly associate with gene expression changes at the transcriptional or proteomic level, they frequently can influence host behavior in response to immunological or microbiological challenges and contribute to a state of heightened innate immune activity frequently referred to as “trained immunity.”^38^ In our study, we observed at least two epigenetic alterations in cNK cells from ECs that likely influence their functional responsiveness and activity. We noted increased activating histone modifications at promoter and enhancer regions of the IL-2/IL-15 receptor β chain locus and at the *BCL2* gene locus. Both of these epigenetic changes seem functionally interconnected and may translate into increased functionality and resilience. Epigenetic and transcriptional activation of the IL-15 receptor can increase cell responsiveness to IL-15; IL-15 stimulation can then capitalize on epigenetically programmed BCL-2 activation to augment NK cell survival via BCL-2 upregulation. Together, these results support the hypothesis that epigenetic changes may predispose cNK cells to improved biological activity under conditions of stress and immune stimulation. The exact mechanisms that contribute to the evolution of trained immunity in cNK cells from ECs remains unknown at present but may involve prior pathogen exposure, specific immunogenetic alterations, or a fine-tuned cytokine milieu.^55^ Future efforts may allow for delineating epigenetic changes of cNK cells in much greater detail and may soon permit evaluation of the epigenetic and transcriptional changes of cNK cells at single-cell resolution.

Our data suggest qualitatively distinct cNK cell responses in ECs, primarily characterized by increased IL-15-dependent functionality that was paired with an increased IL-15 transcription in mDCs. We have previously shown that mDCs from ECs also present features of trained immunity,^41^ suggesting that innate immune activity in ECs is more broadly influenced by trained immune features. Of note, the higher constitutive levels of IL-15 in mDCs reported in this study could also be one functional consequence of the epigenetic remodeling of these cells, although this remains conjectural at the current time; in fact, our prior study failed to demonstrate significant upregulation of activating histone modifications at the IL-15 gene locus. Interestingly, IL-15 is currently being evaluated as an immune-modulatory agent in multiple clinical studies designed to increase drug-free control of HIV-1 infection. In humans, the pharmacological administration of the IL-15 super agonist N-803 resulted in an expansion of NK cell frequencies and activation, along with a modest reduction in inducible HIV-1 reservoir cells.^56^ Moreover, in simian immunodeficiency virus (SIV)-infected rhesus macaques, N-803 administration induced activation and trafficking of NK cells to the B cell follicles in lymph nodes,^57^ while inhibition of IL-15 using neutralizing IL-15 antibodies in SIV-infected rhesus macaques profoundly depleted NK cell numbers in peripheral blood and tissues.^58^ Finally, partial control of SIV after vaccination with a cytomegalovirus (CMV)-vectored immunogen was associated with a transcriptional signature dominated by IL-15 as an upstream regulator,^59^ a notion that corresponds well to the epigenetically programmed, IL-15-dependent signature of cNK cell regulation in ECs described here. One limitation of our current study was that IL-15 plasma levels were not directly assessed, given that the physiological half-life of IL-15 is extremely short,^60^ rendering it difficult to correctly measure IL-15 plasma concentrations. Moreover, we only analyzed the effects of IL-15 on NK cells in the peripheral blood, not in the lymph node samples, where IL-15 immune effects on NK cells may be most visible; therefore, future studies to investigate the role of IL-15 on NK cell trafficking to the lymph nodes in ECs will be informative.

An expanding set of data suggests that NK cells can contribute to immune defense against HIV-1 in controllers and post-treatment controllers,^15^ although their antiviral functions are less clearly understood compared to HIV-1-specific T cells. Some studies suggested that in ECs, the frequencies of CD56^dim^ cNK cells are two times higher, paired with lower expression of inhibitory markers TIGIT and LAG3.^22^ Other studies suggested that NK cells from ECs have higher expression levels of the activating receptor NKG2D and the cytotoxicity-associated marker CD57 and a lower expression of the inhibitory receptor NKG2A relative to NK cells from individuals without HIV.^26^ Generally, cytotoxic activities of NK cells are regulated by a specific set of activating and inhibitory receptors expressed on the NK cell surface and their corresponding ligands on target cells.^61^^,^^62^ Previous studies demonstrated that education of NK cells via KIRs or NKG2A increases their cytotoxic properties^63^^,^^64^; however, their true cytotoxic activity against HIV-1-infected cells is difficult to assess, given that the physiological expression of NK cell ligands on virally-infected, participant-derived CD4 T cells is not known. However, recent technical advances in single-cell proteogenomic profiling of HIV-1-infected cells may soon allow for jointly characterizing the cytotoxic activities of NK cells and the corresponding susceptibility of infected target cells to NK-cell-mediated killing.^65^ Such novel technologies will better permit determining whether the distinct epigenetic and transcriptional features of cNK cells from ECs translate into an improved functional effector cell profile.

In summary, the work presented here suggests that cNK cells from ECs display distinct epigenetic and transcriptional features that promote improved susceptibility to IL-15, which then translate into elevated IL-15-dependent survival and enhanced cytotoxic and metabolic activities. Such an altered functional state appears to resemble a condition of “trained innate immunity.” Together with prior studies demonstrating features of trained immunity in mDCs from ECs,^66^ our data suggest that altered epigenetic and transcriptional programs in innate immune cells may represent an important aspect of antiviral immune defense in ECs. Continued progress in understanding and unraveling the fascinating components of antiviral immune activity in these specific individuals may lead to actionable interventions designed to induce natural control of HIV-1 in larger numbers of individuals.

### Limitations of the study

We acknowledge that the number of study subjects reported in this article is relatively small; however, genome-wide epigenetic profiling can, at the current stage of technology development, not be conducted for larger numbers of study participants. Moreover, our data also failed to demonstrate direct mechanistic linkages between metabolic activities and cytotoxic activities of NK cells; such investigations will require dedicated future mechanistic evaluations.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Anti-CD3 PE-Cy5	BioLegend	AB_314046
Anti-CD3 APC-Cy7	BioLegend	B_314054
Anti-CD3 AF700	BioLegend	AB_493739
Anti-CD14 PE-Cy5	BioLegend	AB_2860767
Anti-CD14 APC-Cy7	BioLegend	AB_830693
Anti-CD14 AF700	BioLegend	AB_830687
Anti-CD19 PE-Cy5	BioLegend	AB_314240
Anti-CD19 APC-Cy7	BioLegend	AB_314248
Anti-CD19 AF700	BioLegend	AB_493751
Anti-CD56 BV570	BioLegend	AB_2563837
Anti-CD56 BV711	BioLegend	AB_2562417
Anti-CD56 BV650	BioLegend	AB_2563838
Anti-CD16 BUV395	BD Biosciences	Cat #: 563785
Anti-CD16 PE	BioLegend	AB_314208
Anti-CD122 (IL-2Rβ) BV786	BD Biosciences	Cat #: 743118
Anti-CD69 BUV805	BD Biosciences	Cat #: 748763
Anti-BCL2 PE	BioLegend	AB_2563282
Anti-Perforin PE-Cy7	BioLegend	AB_2571973
Anti-Granzyme B BV510	BD Biosciences	Cat #: 563388
Anti-Ki-67 BUV737	BD Biosciences	Cat #: 567130
Anti-CD25 (IL-2Rα) BUV563	BD Biosciences	Cat #: 612918
Anti-CD94 BB790	BD Biosciences	Cat #: 624296
Anti-NKp30 BB700	BD Biosciences	Cat #: 745937
Anti-Tim-3 BB660	BD Biosciences	Cat #: 624295
Anti-LAG3 BB630	BD Biosciences	Cat #: 624294
Anti-NKG7 FITC	LSBio	Cat #: LS-C377334-100
Anti-CD57 PE-Cy7	BioLegend	AB_2632689
Anti-NKG2D PE/Dazzle594	BioLegend	AB_2687173
Anti-CD158 (KIR2DL1) PE	BioLegend	AB_2130374
Anti-Siglec7 APC-Fire 750	BioLegend	AB_2814244
Anti-CD158e1 (KIR3DL1) AF700	BioLegend	AB_2130824
Anti-CD158d (KIR2DL4) APC	BioLegend	AB_2130691
Anti-DNAM-1 BV711	BioLegend	AB_2728304
Anti-CD161 BV650	BD Biosciences	Cat #: 563864
Anti-NKG2C BV480	BD Biosciences	Cat #: 748168
Anti-NKG2A BV421	BD Biosciences	Cat #: 747924
Anti-PD-1 BUV737	BD Biosciences	Cat #: 612791
Anti-CD158b (KIR2DL2) BUV661	BD Biosciences	Cat #: 750777
Anti-GM-CSF PerCp-Cy5.5	BioLegend	AB_11147946
Anti-BCL11b FITC	Abcam	AB_10973033
Anti-EOMES PE-efluor 610	eBioscience	Cat #: 61-4877-42
Anti-Tbet PE	BioLegend	AB_2200542
Anti-IFNγ AF647	BioLegend	AB_493031
Anti-CD107a BV786	BD Biosciences	Cat #: 563869
Anti-IL-2 BV650	BioLegend	AB_2563878
Anti-H3K27ac	Cell Signaling Technology	AB_10949503
Anti-H3K27me	Cell Signaling Technology	AB_2616029
Anti-H3K4me3	Cell Signaling Technology	AB_2616028
Anti-rabbit IgG	Antibodies-online	AB_10775589

**Biological samples**		

PBMC samples from study participants living with HIV-1 and HIV-1 negative individuals.	Ragon Institute Biobank and MGH Blood Bank	ragon.partners.org

**Chemicals, peptides, and recombinant proteins**		

Concanavalin-A coated magnetic beads	Bangs Labooratory	Cat #: BP531
Digitonin	Millipore	Cat #: 300410
CUTANA™ pAG-MNase for ChIC/CUT&RUN 50 Rxns	Epicypher	Cat #: 15-1016
IL-15	Miltenyi	Cat #: 130-095-764
Brefeldin A	BioLegend	Cat #: 420601
Monensin	BD Biosciences	Cat #: 554724
Venetoclax	Selleckchem	Cat #: S8048
Poly(I:C)	Invivogen	Cat #: tlrl-pic-5
LIVE/DEAD™ Fixable Blue Dead Cell Stain Kit	Thermo Fisher Scientific	Cat #: L23105
FcR Blocking Reagent, human	Miltenyi	Cat #: 130-059-901
FOXP3 / Transcription factor staining buffer set	Invitrogen/eBioscience	Cat #: 00-5523-00
Paraformaldehyde solution 4% in PBS	Affymetrix	Cat #: 4243418
Distilled, deionized or RNAse-free H2O	Promega	Cat #: P1197
Manganese Chloride (MnCl2)	Sigma Aldrich	Cat #: 203734-5g
Calcium Chloride (CaCl2)	Fisher Scientific	Cat #: BP510-100g
Potassium Chloride (KCl)	Sigma Aldrich	Cat #: P3911-25g
Hydroxyethyl piperazineethanesulfonic acid	Sigma Aldrich	Cat #: H3375-25g
Sodium chloride (NaCl)	Sigma Aldrich	Cat #: S5150-1L
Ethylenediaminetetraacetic acid (EDTA)	Sigma Aldrich	Cat #: E7889
Ethylene glycol-bis(β-aminoethyl ether)-N,N,N,N-tetraacetic acid (EGTA)	Sigma Aldrich	Cat #: E3889-10G
Roche Complete Protease Inhibitor EDTA-Free tablets	Sigma Aldrich	Cat #: 11873580001
RNase A, DNase and protease-free (10 mg/ml)	Thermo Fisher Scientific	Cat #: EN0531
Agencourt AMPure XP magnetic beads	Beckman Coulter	Cat #: A63880
Sodium dodecyl sulfate (SDS)	Sigma Aldrich	Cat #: L4509-25G
Proteinase K	Thermo Fisher Scientific	Cat #: EO0491
Phenol-chloroform-isoamyl alcohol	Thermo Fisher Scientific	Cat #: 15593031
Chloroform	Sigma Aldrich	Cat #: 366919-1L
1 M Tris-HCl pH 8.0	Fisher Scientific	Cat #: AAJ22638AP
20 mg/ml Glycogen	Sigma Aldrich	Cat #: 10901393001
Agencourt RNAClean XP	Beckman Coulter	Cat #: A63987
SUPERase⋅ In™ RNase Inhibitor (20 U/μL)	Life Technologies	Cat #: AM2696
SuperScript™ III Reverse Transcriptase	Life Technologies	Cat #: 18080085
dNTP Mix (10 mM ea)	Life Technologies	Cat #: 18427088
Ethanol 200 Proof	Decon Labs	Cat #: 2716
Poly-D-Lysine	Thermo Fisher Scientific	Cat #: A3890401

**Critical commercial assays**		

NEBNext Ultra II DNA Library prep Kit	New England Biolabs	Cat #: E7645S
NEBNext® Multiplex Oligos for Illumina® (Dual Index Primers Set 1)	New England Biolabs	Cat #: E7600S
NextSeq 500/550 High Output v2.5 kit	Illumina	Cat #: 20024906
PicoPure RNA isolation kit	Applied Biosystems	Cat #: KIT0204
Nextera XT DNA Sample Preparation Kit	Illumina	Cat #: FC-131-1096
Nextera XT Index kit	Illumina	Cat #: FC-131-1002
NK cell isolation kit	Miltenyi	Cat #: 130-092-657
Myeloid Dendritic Cells Isolation kit, Human	Miltenyi	Cat #: 130-094-487
Seahorse Glycolysis Stress Test	Agilent	Cat #: 103020-100
Quantitect SYBR Green PCR kit	Qiagen	Cat #: 204145
Qubit 1X dsDNA HS Assay Kit	Invitrogen	Cat #: Q33231
High Sensitivity D1000 Reagents	Agilent Technologies	Cat #: 5067-5585
High Sensitivity D5000 Reagents	Agilent Technologies	Cat #: 5067-5593
CyQuant LDH Cytotoxicity Assay	Invitrogen	Cat #: C20301

**Deposited data**		

Cut&Run sequencing data	This paper	Omnibus GSE232916
RNA sequencing data	This paper	Omnibus GSE232916

**Experimental models: Cell lines**		

K562	ATCC	CVCL_004

**Oligonucleotides**		

Primer: Il-15 Forward: CCGGA GATGCAAGTATTCATG	This paper	N/A
Primer: Il-15 Reverse: CCTCA CATTCTTTGCATCCAG	This paper	N/A
Primer: ACTB Forward: CTGGA ACGGTGAAGGTGACA	This paper	N/A
Primer: ACTB Reverse: CGGC CACATTGTGAACTTTG	This paper	N/A

**Software and algorithms**		

BD FACS Diva	BD Biosciences	N/A
MACS2	Langmead et al.^67^	N/A
DeepTools	Zhang et al.^68^	N/A
Diffbind	Ramírez et al.^69^	N/A
DESeq2	Risso et al.^70^	N/A
Ingenuity Pathway Analysis	Qiagen	version 90348151
FlowJo	Tree Star LLC	version 10.5.3
Wave	Agilent Technologies	version 2.6.0
QuantStudio™ Real-Time PCR Software	Thermo Fisher Scientific	version 1.3
GraphPad	Prism	version 9.5.1

**Other**		

Biorender	https://biorender.com	N/A

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Xu G. Yu ().

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

• The epigenomic and transcriptomic sequencing data are available in GEO and are publicly available as of the date of publication. Accession numbers are listed in the key resources table.
• This paper does not report original code.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### Experimental model and study participant details

HIV-1 ECs (*n* = 40) who had maintained undetectable levels of HIV-1 replication for a median of 5 years in the absence of antiretroviral therapy (viral load < 50 copies/mL; median CD4^+^ T cell count 920 cells/mm^3^), people living with HIV-1 treated with antiretroviral therapy (ARTs; *n* = 33; viral load <50 copies/mL; median CD4^+^ T cell count 727 cells/mm^3^) and people without HIV-1 (HIVNs; *n* = 31) were recruited for this study. The clinical and demographic characteristics of the study subjects are listed in Table S4. Additional PBMC samples from people without HIV-1 collected at the MGH Blood Bank were obtained for BCL-2 *in vitro* inhibition using Venetoclax experiments. All subjects gave written informed consent, and the study was approved by the IRB of Massachusetts General Hospital.

### Method details

#### Flow cytometry NK cell sorting

PBMCs were thawed, stained with LIVE/DEAD Green Viability Dye (Invitrogen) for 15 minutes at 4°C and subsequently preincubated for 10 min with of FcR blocking reagent (Miltenyi). Afterward, cells were incubated for 25 minutes at 4°C with anti-CD3 (clone HIT3a; BioLegend), anti-CD14 (clone HCD14; BioLegend), anti-CD19 (clone HIB19; BioLegend), anti-CD56 (clone HCD56; BioLegend) and anti-CD16 (clone 3G8; BioLegend) antibodies. Cells were then sorted for CD56^dim^ CD16^+^ cNK cells and CD56^bright^ CD16^-^ NK cells on a BD FACSAria Fusion (BD Bioscience) at the Ragon Institute Imaging Core Facility.

#### CUT&RUN sequencing

A standard CUT&RUN sequencing protocol was used^42^ with minor modifications. Briefly, sorted CD56^dim^ CD16^+^ and CD56^bright^ CD16^-^ NK cells from ECs, ARTs and HIVNs were bound to concanavalin A–coated magnetic beads (Bangs Laboratories), followed by cell permeabilization using 0.01% digitonin (Millipore) in wash buffer. Primary antibodies against intracellular H3K27ac, H3K27me3, and H3K4me3 histone marks (Cell Signaling Technology) were added, and cells were incubated at 4°C for overnight. Guinea pig anti-rabbit IgG antibody (Antibodies-online) was used as a negative control. The next day, fusion protein CUTANA pA/G-MNase (20×) (Epicypher) was added and cells were incubated at 4°C for 1 hour, followed by chromatin digestion using 100 mM CaCl_2_ (Thermo Fisher Scientific). Stop buffer was then added to stop the chromatin digestion. DNA fragments were extracted using phenol chloroform (Invitrogen) and the extracted DNA was eluted in 1 mM Tris-HCl pH 8.0 (Thermo Fisher Scientific) + 0.1 mM EDTA (Sigma-Aldrich). The DNA library was prepared using NEBNext Ultra II DNA Library Prep Kit for Illumina Sequencing (New England Biolabs). The DNA library concentration and quality were measured by Qubit 1× dsDNA HS kit (Life Technologies) and D1000 High Sensitivity TapeStation (Agilent), respectively. The sequencing was performed using NextSeq 500/550 High Output v2.5 kit (75 cycles) (Illumina) on a NextSeq 500 Instrument (Illumina). Adapters and low-quality reads were trimmed using Trimmomatic^71^ and aligned to the human genome (GRCh38) using Bowtie2.^67^ Peak calling was implemented using MACS2.^68^ For visualization, the coverage profile was calculated using DeepTools.^69^ Differential binding analysis was performed using DiffBind.^72^ The CUT&RUN sequencing data are available in Gene Expression Omnibus GSE232916.

#### Gene expression analysis by bulk RNA sequencing

Total RNA from sorted CD56^dim^ CD16^+^ and CD56^bright^ CD16^-^ NK cells, as well as from NK cells with and without IL-15, was extracted and purified using the PicoPure RNA Isolation Kit (Applied Biosystems). Subsequently, RNAseq libraries were generated as previously described.^73^ The whole transcriptome amplification (WTA) and tagmentation-based library preparation were performed using Nextera XT (Illumina), followed by sequencing on a NextSeq 500 Instrument (Illumina). Sequences from RNAseq were aligned to the human genome (GRCh38) using STAR^74^ and quantified using RSEM.^75^ Raw counts at gene or isoform levels were normalized using External RNA Controls Consortium spiked-in controls through RUV-seq,^70^ and then used for differential gene expression analysis with DESeq2.^76^ Transcripts per million (TPM) values were used for downstream analysis. The RNA sequencing data are available in Gene Expression Omnibus GSE232916.

#### Flow cytometry analysis

For surface marker staining, PBMCs were thawed, stained with LIVE/DEAD Blue Viability Dye (Invitrogen) for 15 minutes at 4°C, and subsequently preincubated for 10 min with of FcR blocking reagent (Miltenyi). Afterward, cells were incubated for 25 minutes at 4°C with combinations of antibodies directed against surface markers. Subsequently, the cells were fixed in 2% paraformaldehyde (Affymetrix) in phosphate-buffered saline (PBS) for flow cytometry analysis. Staining for intracellular markers and cytokines was done by resting thawed PBMCs for 2 hours at 37°C, 5% CO_2_. Cells were then co-cultured with K562 cell line or stimulated with Cell Activation Cocktail without Brefeldin A (containing PMA and ionomycin; BioLegend), in the presence of anti-CD107a antibody (clone H4A3; BD Biosciences). After 1 hour, Brefeldin A (BioLegend) and Monensin (BD Biosciences) were added, and cells were incubated for additional 4 hours. Following incubation, cells were then washed in PBS, stained with LIVE/DEAD Blue Viability Dye (Invitrogen) for 15 minutes at 4°C, and subsequently preincubated for 10 min with of FcR blocking reagent (Miltenyi). Afterward, cells were incubated for 30 minutes 4°C with combinations of antibodies directed against surface markers. Cells were then fixed and permeabilized using FOXP3/Transcription Factor Staining Buffer (Invitrogen). Next, cells were incubated for 30 minutes at 4°C with combinations of antibodies directed against intracellular markers. Flow cytometry data were acquired using BD FACSymphony (BD Biosciences) and analyzed using FlowJo v.10.5.3 software (Tree Star LLC).

#### Magnetic isolation of NK cells and mDCs

Total NK cells from PBMCs were isolated using NK Cell Isolation Kit, Human (Miltenyi) and LS columns by negative selection. mDCs from PBMCs were isolated using Human Myeloid Dendritic Cells Isolation Kit (Miltenyi) and LD columns by negative selection. The purity of cells after isolation was greater than 90%. The isolated NK cells and mDCs were used for downstream assays.

#### *In vitro* cell culture

Isolated NK cells or total PBMCs were cultured in medium only (negative control) or with 10 ng/mL IL-15 (Miltenyi) for 24 hours. When indicated, BCL2 inhibitor Venetoclax (Selleckchem) was added at a concentration of 100nM. Isolated mDCs were cultured in medium only (negative control) or with 2 μg/mL TLR3 ligand Poly(I:C) (Invivogen) for 24 hours. K562 were cultured in medium only for expansion. The cells were cultured in RPMI medium (Thermo Fisher Scientific) supplemented with 10% fetal bovine serum (FBS) (MilliporeSigma), 1% l-glutamine (Corning), 1% penicillin/streptomycin (Corning), and 1% HEPES buffer (Corning) and kept at 37°C in 5% CO_2_ during the culture.

#### *In vitro* cytotoxicity assay

Isolated NK cells were plated at 100,000 cells/well, in 50uL of medium, with or without IL-15 supplementation (10 ng/mL), as indicated, for 1h at 37°C in 5% CO_2_. After 1h, K562 cells were co-cultured with NK cells, at an effector-target range of 10:1, in a final volume of 100uL, for 4h at 37°C in 5% CO_2_. Target cell killing was analyzed by measuring LDH concentration in the culture supernatant, using the kit CyQuant LDH Cytotoxicity Assay (Invitrogen) following the manufacturer’s instructions. Cytotoxic activities were calculated using the following formula:

$$\%\;cytotoxicity=\frac{\left(LDH\;Killing-LDH\;NK\;Spontaneous-LDH\;K562\;Spontaneous\right)}{\left(LDH\;K562\;\mathrm{Max}-LDH\;K562\;Spontaneous\right)}\times 100$$

#### Glycolysis stress test

The extracellular acidification rate (ECAR), which indicates glycolytic activities was analyzed using the Seahorse Glycolysis Stress Test (Agilent) on a Seahorse XFe96 Analyzer (Agilent) according to the manufacturer’s protocol. Briefly, conditioned NK cells were harvested, washed using prewarmed supplemented RPMI medium, and plated on XF96 cell culture microplates (Agilent) coated with poly-*d*-lysine (Thermo Fisher Scientific) to adhere the cells on the microplate surface. Prior to the assay, the RPMI medium was replaced with XF DMEM Medium, pH 7.4 (Agilent), supplemented with 2 mM glutamine (Agilent). At indicated time points, ECAR was measured in the basal condition and in response to 10 mM glucose, 6 mM oligomycin and 50 mM 2-DG (Agilent).

#### RT-PCR

mDCs were washed in 1× PBS and lysed using PicoPure Extraction Buffer (Applied Biosystems). Total RNA was extracted and purified using the PicoPure RNA Isolation Kit (Applied Biosystems), according to the manufacturer’s protocol. Next, total RNA was reverse transcribed using SuperScript IV Reverse Transcriptase (Invitrogen) into cDNA. Quantitative PCR was performed using the Quantitect SYBR Green PCR Kit (Qiagen) and primers designed to amplify *IL15*. A ViiA7 instrument (Life Technologies) was used. *ACTB* was analyzed as a housekeeping gene. The expression of *IL15* relative to the negative control was calculated using the Livak (2^(–ΔΔCt)^) method.

### Quantification and statistical analysis

Differences between 2 groups were tested for statistical significance using unpaired, 2-tailed *t* test or Mann Whitney test (unpaired observations) and paired, 2-tailed *t* test or Wilcoxon matched pairs signed rank test (paired observations). Differences among 3 groups or more were tested using 1-way ANOVA or Kruskal-Wallis (unpaired observations) and repeated measures ANOVA or Friedman test (paired observations). Correlation between 2 variables was tested using Spearman or Pearson test. Normality distribution was tested using Kolmogorov Smirnov test.

How the deposited data were processed for this re-analysis (not part of the article)

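NK cells were sorted from blood of 17 participants, 6 ECs, 6 ARTs and 5 HIVNs, as CD56 dim CD16+ cNK cells and CD56 bright CD16- NK cells, and profiled by CUT&RUN for H3K27ac, H3K4me3 and H3K27me3, with an IgG control. The series holds 144 samples, of which 36 are IgG libraries, and a peak list for each of the other 108. HIVN replicate 4 has 2 library sets for each population. Cohort, population, mark and replicate were taken from the sample labels. The paper's text gives 5 participants per cohort for this assay without naming them, so all were used.

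According to the paper and the processing notes of the series, the authors trimmed reads with Trimmomatic 0.36, aligned them to GRCh38 with Bowtie2 2.2.9 and called broad peaks with MACS2 2.1.1.20160309. Each library was called without pooling against the IgG library of the same participant and population, as the file names give it. Picard 2.8.0 is listed without its role. The deposited lists give a fold enrichment per peak, the ratio of the mark's library to its IgG library as the authors' peak caller computed it. They also give the −log10 of each peak's p-value and q-value, which the authors' caller computed within that library and deposited. Neither value can be compared between lists, so they were used to rank and filter peaks within a list. The lists give no read counts, so the depth of each library is unknown and no counting interval can be given. Differential regions in the paper come from DiffBind on the reads, which could not be repeated from peak lists.

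Peaks on chromosomes 1 to 22 were merged within each list. The covered length was compared between cohorts by two-sided exact permutation tests of the difference in means, with the mean of both library sets for HIVN replicate 4 and its first set elsewhere. The similarity of peak sets was the Jaccard index of base pairs, tested by a pseudo-F statistic with exact permutation of the labels. LDA used the first 5 principal components of the presence of peaks in merged regions, with 100 permutations of the labels. A promoter was marked in a participant where a peak overlapped by at least 1 bp the 2 kb on either side of any annotated TSS, for 19111 protein-coding genes with 141442 TSSs. The numbers of participants were compared per gene by a two-sided Fisher's exact test, with Benjamini-Hochberg adjustment over genes with a peak in at least 1 participant but not in all. IL2RB and BCL2 were measured as the length covered from start to end with 2 kb upstream, and also by window and by the regions of the paper's Table S1. The excess of each of 22 gene lists over all genes was compared by exact permutation tests, adjusted over 132 tests in each population. The lists cover functions of NK cells (cytotoxicity, activating and inhibitory receptors, cytokines, transcription factors, genes of CD56 bright cells), IL-2 and IL-15 signaling, the BCL-2 family, immediate early and interferon-stimulated genes, HLA class I, metabolism, oncogenes, housekeeping genes, other cell types, olfactory receptors and developmental regulators. The difference between the populations in the number of promoters was tested by 100 permutations of the cohort labels that keep the populations of a participant together.

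The genes named are IL2RB and BCL2, the genes the paper names for these data or labels in Figs. 2B, 3 and 4D, those of rows of Table S1 at the paper's FDR under 0.05, those heading Tables S2 and S3, members of the lists, and for each mark and cohort in cNK cells up to 5 genes per direction with the smallest Fisher's exact p, ties being broken by the difference in share then in covered length and then by symbol. The paper's table values for these genes were seen first. Tables S1, S2 and S3 were at hand in part only. No gene of chromosome X or Y is named.

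Alternatives were peaks with a −log10 q of at least 2, the 10000 peaks of each library with the highest −log10 p, windows of 5 kb, at least 500 bp covered, the gene body, IL2RB and BCL2 without the 2 kb upstream, covered length in place of presence, the second library set, other numbers of components (3 and 8), another Jaccard index, scaling by the share of the genome covered, and leaving out each participant. cNK and CD56 bright libraries of a participant are pairs by their labels, and the McNemar exact test used the participant as a replicate block. As a check of the pairing, deviations from the population means were correlated across promoters, which are not independent replicates, and the correlation within a pair was over 0.1 in 5 of 17 pairs for H3K27ac, 4 for H3K4me3 and 6 for H3K27me3. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9.

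The promoter test was tested on simulated data for ECs against ARTs with H3K27ac in cNK cells. Of 200 promoters made present in every participant of 1 cohort and absent from the other, 200 had an unadjusted Fisher's exact p under 0.05, and 139 (69.5%) did with probabilities of 0.9 and 0.1. Among the unchanged promoters, 12 and 6 had such a p. After adjustment 0 of the changed promoters were recovered in either case among 19111 genes, so at 6 against 6 an adjusted count of 0 does not show that promoters are alike. The simulation drew each promoter independently in each participant, so its libraries lacked the differences in yield of the real ones. Splits of the real ECs and ARTs gave up to 56 promoters at an unadjusted p under 0.05. The 12 and 6 therefore do not give the rate of false calls in these data. IgG libraries have no peak list of their own and were not analysed, nor were reads, RNA sequencing data and sites on the sex chromosomes.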

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

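Of the tests below, the overlap of H3K27me3 peaks with H3K27ac regions was chosen only after the result it explains was seen. Among 30 groups of 5 or 6 participants, 6 held a participant whose gap to the nearest other participant was a large share of the group's range (Dixon's test), where chance gives about 1 in 20 groups. In cNK cells, H3K4me3 peaks covered 1.05 Mb in EC replicate 1, far below the next EC at 26.1 Mb, and 17.2 Mb in ART replicate 2, below the next ART at 26.7 Mb. H3K27me3 peaks covered 244 Mb in HIVN replicate 1, above the next HIVN at 147 Mb. Over IL2RB, ART replicate 2 stood apart from the other ARTs with 7.83 kb under H3K27ac, where the next had 38.4 kb, and with 4.17 kb under H3K4me3, where the next had 8.58 kb. Over BCL2, HIVN replicate 3 had 34.7 kb under H3K27ac and the next HIVN 16.2 kb.

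In CD56 bright cells, H3K27ac was found in fewer ECs than ARTs at 444 promoters, among them FGFBP2, SPON2, FOS and NFKBIA, and the number of differing promoters in cNK cells minus this number was −436 (permutation p = 0.04). As many promoters were found in 4 of 100 splits of these participants into groups of the same sizes. This is 1 of several such tests without adjustment, so chance is not excluded. Another split gave 1682, which points to a structure of the samples apart from the cohorts. Whether the EC libraries lost peaks evenly over promoters is not settled. EC libraries carried H3K4me3 at 71.7% of these 444 promoters and at 80.8% of 4448 other promoters with H3K27ac in 5 or 6 ARTs. The difference of −9.17 percentage points lay just within the limit set beforehand for an even loss. It was below 0 in each of 6 EC libraries, which goes against a strictly even loss. Whether fewer called peaks alone account for the 444 promoters cannot be told apart from the cohort, because the promoters were chosen by their low EC values (0 to 12.2% of them with H3K27ac in an EC library), and 2 HIVN libraries with little covered length, at 4.50% for 1.05 Mb and 20.9% for 4.42 Mb, lay above the ECs nearest in covered length (0.225 and 0% at under 1 Mb, 2.03 and 2.25% for 5.04 and 3.74 Mb), which that choice alone could bring about. A biological difference between ECs and ARTs stays open and was not tested, and with the 10000 highest-ranked peaks of each library the number was 92 and the difference between the populations −81 (permutation p = 0.1), and leaving out 1 participant gave that difference a permutation p of 0.02 to 0.1.

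The cNK libraries of EC replicate 1 held few peaks of all 3 marks. Weak enrichment that left true peaks alone would put them where other participants have peaks. Only 11.7% of its H3K4me3 peaks lay over H3K4me3 peaks of 8 or more other participants, where the other libraries had 63.5 to 93.7%. This argues against weak enrichment with true peaks alone. It cannot speak to a nearly failed library, since peaks called mostly from background would overlap as little. Background cutting in open chromatin goes with the 311 H3K27me3 peaks of EC replicate 1, of which 40.5% lay over regions with H3K27ac in 8 or more other participants, against 0.121 to 0.767% in the other H3K27me3 libraries. Its H3K27ac and H3K4me3 peaks lay over these regions less often than those of others, at 10.5% (others 39.8 to 76.9%) and 15.4% (57.3 to 76.7%), so this explanation stays open for the 3 libraries together. No biological explanation was tested.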

How the results depend on the processing

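The alternatives with 1 EC and 1 ART left out together, without CD56 bright libraries of fewer than 5000 peaks, with the 10000 highest-ranked peaks and no EC replicate 1, and with the ratio to the genome's share covered and no EC replicate 1, and the peak filters at the IL2RB and BCL2 regions, were chosen after seeing the data. No paired analysis was possible because the cohorts hold different people, and the replicate numbers of 1 cohort do not match those of another. Numbers of promoters stand at an unadjusted p under 0.05 in Fisher's exact test unless another test is named, with the value under the main settings in parentheses, and in every alternative the number after Benjamini-Hochberg adjustment was 0 in the cohort comparisons. Where a value moved, the cause was not tested. The smaller covered length of H3K27ac and H3K27me3 in CD56 bright cells of ECs kept its direction against both cohorts in every alternative, and for H3K27ac against ARTs its exact permutation p ranged from 0.00216 to 0.0844 over the participants left out. The higher H3K27ac length over BCL2 in ECs than in HIVNs kept its direction as well. The deposited lists give no read depth, so differences in depth between libraries limit every count of peaks and could not be removed.

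With only peaks of a −log10 q of at least 2, cNK promoters found in more ECs than ARTs numbered 0 (1) for H3K27ac and 4 (2) for H3K4me3, those in more ECs than HIVNs 0 (1) for H3K27me3, and those in fewer ECs than HIVNs 1 (0) for H3K27ac, 4 (2) for H3K4me3 and 11 (5) for H3K27me3. CD56 bright promoters found in fewer ECs than ARTs numbered 282 (444) for H3K27ac, and those in fewer ECs than HIVNs 28 (152) for H3K27ac and 16 (35) for H3K27me3. The H3K27me3 length in cNK cells, ECs minus HIVNs, turned to −3.93 Mb (exact permutation p = 0.898; 9.19 Mb in the main setting). The pseudo-F of H3K27ac in CD56 bright cells against ARTs was 1.62 (exact permutation p = 0.0628, and 0.0455 in the main setting). Between populations, 5942 promoters had H3K27ac and 223 had H3K4me3 in more cNK libraries at an adjusted Fisher's exact p under 0.05 (3318 and 52), and 0 had H3K27me3 in more CD56 bright libraries (2).

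With the 10000 highest-ranked peaks of each library, cNK promoters found in more ECs than ARTs numbered 0 (2) for H3K4me3, those in more ECs than HIVNs 1 (0) for H3K4me3 and 0 (1) for H3K27me3, those in fewer ECs than ARTs 9 (0) for H3K4me3 and 4 (12) for H3K27me3, and those in fewer ECs than HIVNs 16 (0) for H3K27ac and 14 (2) for H3K4me3. CD56 bright promoters found in more ECs than ARTs numbered 1 (0) for H3K4me3, those in more ECs than HIVNs 1 (0) for H3K4me3, those in fewer ECs than ARTs 92 (444) for H3K27ac, 20 (11) for H3K4me3 and 3 (35) for H3K27me3, and those in fewer ECs than HIVNs 17 (152) for H3K27ac, 6 (0) for H3K4me3 and 17 (35) for H3K27me3. H3K27me3 lengths, ECs minus HIVNs, were −1.74 Mb in cNK cells (exact permutation p = 0.894), the reverse of the main direction, and −12.1 Mb in CD56 bright cells (exact permutation p = 0.0779, and 0.0411 in the main setting). Over IL2RB the H3K27ac length of ECs minus ARTs reversed to 4206 bp, and over BCL2 the H3K4me3 length reversed to 332 bp against ARTs and 1185 bp against HIVNs (exact permutation p = 0.63, 0.846 and 0.491). The pseudo-F of H3K27ac in CD56 bright cells against ARTs was 1.47 (exact permutation p = 0.0628). LDA predicted the cohort of 11 participants (6) from H3K4me3 in cNK cells, and of 7 (4) from H3K27ac and 7 (3) from H3K4me3 in CD56 bright cells. Between populations, 131, 81 and 597 promoters had H3K27ac, H3K4me3 and H3K27me3 in more cNK libraries (3318, 52 and 4116), and 6, 26 and 6 in more CD56 bright libraries (1, 1 and 2), at an adjusted Fisher's exact p under 0.05. The number of promoters in cNK cells minus that in CD56 bright cells was −81 for H3K27ac against ARTs (permutation p = 0.1, and 0.04 in the main setting), and it reversed to 11 against HIVNs and to 1 for H3K27me3 against ARTs (permutation p = 0.73 and 0.96).

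With promoter windows of 5 kb, cNK promoters found in more ECs than ARTs numbered 2 (1) for H3K27ac, those in more ECs than HIVNs 0 (1) for H3K27me3, and those in fewer ECs than HIVNs 3 (0) for H3K27ac and 1 (2) for H3K4me3. With at least 500 bp of the window covered, cNK promoters found in more ECs than ARTs numbered 0 (1) for H3K27ac and 4 (2) for H3K4me3, those in more ECs than HIVNs 1 (0) for H3K4me3 and 0 (1) for H3K27me3, those in fewer ECs than ARTs 4 (12) for H3K27me3, and those in fewer ECs than HIVNs 1 (0) for H3K27ac and 3 (5) for H3K27me3. CD56 bright promoters found in fewer ECs than ARTs numbered 254 (444) for H3K27ac, and those in fewer ECs than HIVNs 57 (152) for H3K27ac and 15 (35) for H3K27me3. With the gene body and 2 kb upstream, cNK promoters found in more ECs than ARTs numbered 0 (1) for H3K27ac, those in more ECs than HIVNs 0 (1) for H3K27me3, those in fewer ECs than ARTs 11 (7) for H3K27ac, and those in fewer ECs than HIVNs 5 (0) for H3K27ac, 1 (2) for H3K4me3 and 12 (5) for H3K27me3. CD56 bright promoters found in more ECs than ARTs numbered 5 (0) for H3K4me3, and those in more ECs than HIVNs 4 (0) for H3K4me3. With a higher or lower mean covered length of the window, by an exact permutation test, in place of presence, cNK promoters found in more ECs than ARTs numbered 4 (1) for H3K27ac, 30 (2) for H3K4me3 and 2 (0) for H3K27me3, those in more ECs than HIVNs 95 (14) for H3K27ac, 1 (0) for H3K4me3 and 5 (1) for H3K27me3, those in fewer ECs than ARTs 50 (7) for H3K27ac, 12 (0) for H3K4me3 and 112 (12) for H3K27me3, and those in fewer ECs than HIVNs 2 (0) for H3K27ac, 29 (2) for H3K4me3 and 37 (5) for H3K27me3. CD56 bright promoters found in fewer ECs than ARTs numbered 3042 (444) for H3K27ac, 1693 (11) for H3K4me3 and 956 (35) for H3K27me3, and those in fewer ECs than HIVNs 790 (152) for H3K27ac, 1 (0) for H3K4me3 and 222 (35) for H3K27me3. With the second library set of HIVN replicate 4, cNK promoters found in fewer ECs than HIVNs numbered 1 (0) for H3K27ac, 1 (2) for H3K4me3 and 12 (5) for H3K27me3.

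With 1 EC and 1 ART left out, at the highest over 36 choices, cNK promoters found in more ECs than ARTs numbered 21 (1) for H3K27ac, 60 (2) for H3K4me3 and 11 (0) for H3K27me3, and those in fewer ECs than ARTs 69 (7) for H3K27ac, 11 (0) for H3K4me3 and 137 (12) for H3K27me3. At the lowest over these choices, cNK promoters found in more ECs than ARTs numbered 5 (2) for H3K4me3. With the 10000 highest-ranked peaks and no EC replicate 1, cNK promoters found in more ECs than HIVNs numbered 89 (14) for H3K27ac, and those in fewer ECs than HIVNs 16 (0) for H3K27ac. Without CD56 bright libraries of fewer than 5000 peaks, CD56 bright promoters found in fewer ECs than ARTs numbered 134 (11) for H3K4me3. For H3K27me3 this last alternative was not run, since it leaves 2 EC libraries. As a ratio to the genome's share covered, the H3K27ac length over IL2RB, ECs minus HIVNs, reversed to −9.18 (exact permutation p = 0.139). Without EC replicate 1 this ratio was −4.65 against HIVNs (exact permutation p = 0.214) and turned to 0.115 against ARTs (exact permutation p = 0.961), and for H3K4me3 over BCL2 it turned to 0.215 against HIVNs (exact permutation p = 0.571). With the Jaccard index of merged regions, the pseudo-F of H3K27ac in CD56 bright cells against ARTs was 1.47 (exact permutation p = 0.0584). In LDA with 3 principal components, 6 participants (11) fell in their own cohort for H3K4me3 in cNK cells, and the cohort was predicted for 0 (6) from H3K4me3 and 4 (2) from H3K27me3. With 8 components it was predicted for 6 (2) from H3K27me3 in cNK cells and 7 (3) from H3K4me3 in CD56 bright cells. With the participant as a replicate block (McNemar exact test on pairs of cNK and CD56 bright libraries), 0 promoters had H3K4me3 in more cNK libraries (52), and 0, 0 and 1 had H3K27ac, H3K4me3 and H3K27me3 in more CD56 bright libraries (1, 1 and 2), while the block moved the H3K27ac and H3K27me3 numbers of the cNK cells by a smaller factor, to 2882 and 3759.

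Leaving out each participant in turn moved the numbers of promoters as follows, from the lowest to the highest, with the participant left out in parentheses. For H3K27ac in cNK cells, from 1 to 7 (without EC replicate 1) promoters had it in more ECs than ARTs, from 16 (without EC replicate 2) to 109 (without EC replicate 1) promoters had it in more ECs than HIVNs, from 7 to 26 (without ART replicate 2) promoters had it in fewer ECs than ARTs, from 1 (without EC replicate 1) to 8 (without HIVN replicate 3) promoters had it in fewer ECs than HIVNs. For H3K4me3 in cNK cells, from 2 to 27 (without EC replicate 1) promoters had it in more ECs than ARTs, from 0 to 5 (without EC replicate 1) promoters had it in more ECs than HIVNs, from 0 to 2 (without EC replicate 3) promoters had it in fewer ECs than ARTs, from 2 to 12 (without HIVN replicate 2) promoters had it in fewer ECs than HIVNs. For H3K27me3 in cNK cells, from 0 to 1 (without EC replicate 1) promoters had it in more ECs than ARTs, from 1 to 24 (without EC replicate 1) promoters had it in more ECs than HIVNs, from 12 to 50 (without ART replicate 2) promoters had it in fewer ECs than ARTs, from 5 to 36 (without HIVN replicate 4) promoters had it in fewer ECs than HIVNs. For H3K27ac in CD56 bright cells, from 444 to 1573 (without ART replicate 5) promoters had it in fewer ECs than ARTs, from 152 to 1057 (without HIVN replicate 5) promoters had it in fewer ECs than HIVNs. For H3K4me3 in CD56 bright cells, from 0 to 4 (without HIVN replicate 1) promoters had it in more ECs than HIVNs, from 11 to 134 (without ART replicate 5) promoters had it in fewer ECs than ARTs, from 0 to 26 (without EC replicate 2) promoters had it in fewer ECs than HIVNs. For H3K27me3 in CD56 bright cells, from 35 to 1101 (without ART replicate 5) promoters had it in fewer ECs than ARTs, from 35 to 566 (without HIVN replicate 5) promoters had it in fewer ECs than HIVNs.

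Promoters in cNK cells minus those in CD56 bright cells ranged from −1564 (without ART replicate 5) to −429 (without ART replicate 3) for H3K27ac against ARTs, from −1034 (without HIVN replicate 5) to −48 (without EC replicate 1) for H3K27ac against HIVNs, from −130 (without ART replicate 5) to 16 (without EC replicate 1) for H3K4me3 against ARTs. They ranged from −21 (without EC replicate 2) to 10 (without EC replicate 6) for H3K4me3 against HIVNs, from −1088 (without ART replicate 5) to −14 (without ART replicate 2) for H3K27me3 against ARTs, from −552 (without HIVN replicate 5) to 3 (without HIVN replicate 4) for H3K27me3 against HIVNs. The covered length in cNK cells, ECs minus the other cohort, ranged from −11.2 Mb (without ART replicate 2) to 10.2 Mb (without EC replicate 1) for H3K27ac against ARTs, from −4.03 Mb (without EC replicate 6) to 3.09 Mb (without EC replicate 1) for H3K4me3 against ARTs. It ranged from −4.35 Mb (without EC replicate 6) to 2.77 Mb (without EC replicate 1) for H3K4me3 against HIVNs, from −15.9 Mb (without EC replicate 4) to 41.8 Mb (without EC replicate 1) for H3K27me3 against HIVNs in cNK cells. The covered length in CD56 bright cells, ECs minus the other cohort, ranged from −51.9 Mb (without ART replicate 5) to −21.7 Mb (without ART replicate 3) for H3K27ac against ARTs, from −26.2 Mb (without HIVN replicate 5) to −10.2 Mb (without HIVN replicate 1) for H3K27ac against HIVNs. It ranged from −15.2 Mb (without ART replicate 5) to −8.86 Mb (without ART replicate 3) for H3K4me3 against ARTs, from −48.7 Mb (without HIVN replicate 5) to −12.4 Mb (without HIVN replicate 4) for H3K27me3 against HIVNs in CD56 bright cells. The pseudo-F ranged from 1.13 (without HIVN replicate 1) to 1.83 (without EC replicate 1) for H3K27ac against HIVNs in cNK cells, from 1.22 (without ART replicate 1) to 1.80 (without ART replicate 5) for H3K27ac against ARTs in CD56 bright cells, from 1.17 (without ART replicate 3) to 2.60 (without ART replicate 5) for H3K4me3 against ARTs in CD56 bright cells and from 1.21 (without ART replicate 3) to 1.94 (without ART replicate 5) for H3K27me3 against ARTs in CD56 bright cells. Over IL2RB in cNK cells, the length of ECs minus the other cohort ranged from −7133 bp (without ART replicate 2) to 4591 bp (without EC replicate 1) for H3K27ac against ARTs, from −1542 bp (without ART replicate 2) to 822 bp (without EC replicate 1) for H3K4me3 against ARTs and from −1742 bp (without EC replicate 6) to 360.5 bp (without EC replicate 1) for H3K4me3 against HIVNs. Over BCL2 in cNK cells, the length of ECs minus the other cohort ranged from −15494 bp (without EC replicate 3) to 1.80 bp (without ART replicate 5) for H3K27ac against ARTs, from 9674 bp (without EC replicate 3) to 24489 bp (without EC replicate 1) for H3K27ac against HIVNs, from −2028 bp (without EC replicate 3) to 923 bp (without EC replicate 1) for H3K4me3 against ARTs and from −1479.6 bp (without EC replicate 3) to 1471 bp (without EC replicate 1) for H3K4me3 against HIVNs. At the intronic BCL2 region of Table S1, the percent of ECs minus the percent of ARTs with H3K27ac ranged from −80.0 (without ART replicate 2, Fisher's exact p = 0.0152) to −60.0. The excess of a gene list over all genes, ECs minus the other cohort in percentage points, ranged from −9.40 (without EC replicate 2) to −2.12 (without EC replicate 1) for H3K4me3 at activating NK receptors and adaptors against ARTs and from 8.99 (without EC replicate 1) to 18.0 (without ART replicate 4) for H3K4me3 at dendritic cell markers against ARTs in cNK cells. In CD56 bright cells it ranged from 6.11 (without ART replicate 3) to 9.33 (without ART replicate 5) for H3K27me3 at BCL-2 family against ARTs, from −15.0 (without HIVN replicate 5) to −7.22 (without HIVN replicate 4) for H3K27me3 at NK transcription factors against HIVNs, from 10.6 (without ART replicate 6) to 16.6 (without ART replicate 5) for H3K27me3 at housekeeping genes against ARTs and from 13.2 (without ART replicate 3) to 20.2 (without ART replicate 5) for H3K27me3 at oxidative phosphorylation against ARTs. Over all leave-one-out values, 789 kept their direction and side of the threshold or stayed within their spread, 116 moved, 21 reversed, 68 fell short of the threshold and 15 passed it.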

Differences from the paper's values

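The paper's Table S2 gives 1360 genes with increased H3K27ac in cNK cells of ECs against ARTs at p < 0.05, the sum of the paper's 4 groups of genes, and 1 promoter had H3K27ac in more ECs than ARTs at an unadjusted Fisher's exact p under 0.05. For H3K4me3, the paper's Table S3 gives 1761 genes and 2 promoters were found. The measures are not the same, since the paper's analysis compares the reads of regions assigned to genes, some of them without a TSS, and the values here compare the presence of promoter peaks in 6 ECs and 6 ARTs where the paper has 5 and 5. Of the alternatives set before the data were examined, none comes within 1.5 times of the paper's numbers. For H3K27ac they gave 0 to 7 promoters, with 4 for the covered length and 7 without EC replicate 1, and for H3K4me3 0 to 30, with 30 for the covered length and 27 without EC replicate 1. The choices of 1 EC and 1 ART left out together, added after seeing the values, gave at most 21 and 60.

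At IL2RB the paper states that H3K27ac was higher in ECs than in both other cohorts, and that H3K4me3 was higher as well, with a test passed against HIVNs alone. The covered lengths of H3K27ac were 32.3 kb in ECs, 34.2 kb in ARTs and 26.9 kb in HIVNs, and those of H3K4me3 were 7.78, 8.46 and 8.92 kb, lowest in ECs. Values that run the paper's way are those of the region listed for IL2RB in Table S1, with H3K27ac in 4 of 6 ECs, 1 of 6 ARTs and 1 of 5 HIVNs, and the lengths without EC replicate 1, at 38.7 kb for H3K27ac and 9.28 kb for H3K4me3 in ECs. The Table S1 region was taken from the paper's differential analysis of the same study, so its direction is no independent evidence. Relative to the share of the genome covered, H3K27ac over IL2RB was lower in ECs than in HIVNs (−9.18; exact permutation p = 0.139), and less far below without EC replicate 1 (−4.65; exact permutation p = 0.214), where ECs were level with ARTs (0.115; exact permutation p = 0.961). With the 10000 highest-ranked peaks, the H3K27ac length in ECs was 4206 bp above that in ARTs (exact permutation p = 0.63).

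At BCL2 the paper states that both activating marks were enriched in ECs against both cohorts. H3K27ac covered 35.3 kb in ECs, 43.0 kb in ARTs and 17.8 kb in HIVNs, so that ECs lay above HIVNs and below ARTs, and H3K4me3 covered 9.87, 10.9 and 10.3 kb. Without EC replicate 1, ECs exceeded HIVNs in H3K27ac (exact permutation p = 0.0476). Relative to the share of the genome covered, H3K27ac over BCL2 was then 7.93 times the genome's mean in ECs and 6.12 times in HIVNs (exact permutation p = 0.167). At the intronic BCL2 region in the 1959 rows of Table S1 that could be read, H3K27ac was found in 0 of 6 ECs and 4 of 6 ARTs. The paper's own table gives a lower concentration there in ECs (1.24) than in ARTs (3.56). The paper's statement refers to reads at promoter- and enhancer-adjacent regions without coordinates in its text, and this region need not be among them. The table gives this BCL2 row and that of IL2RB an FDR of 1 and a fold near 0 (−0.00522 and 0.0102). Neither row passes an FDR of 0.05 in that table. Both pass an unadjusted p of 0.05 there, the threshold the paper states for its heatmap of marked genes. The table's p from DiffBind is 0.0140 for BCL2, lower in ECs, and 0.00500 for IL2RB, higher in ECs. In the rows under that FDR the fold was also smaller in size than the difference in concentrations, as at TRPV3 (4.80 and 2.01, fold 1.78). Of the rows that could be read, the 6 regions at the paper's FDR under 0.05 were measured as well and ran in its direction, with H3K27ac at PACS1 in 2 of 6 ECs and 0 of 6 ARTs, at PRR34 in 5 and 3, and at the region assigned to AL133268.2 and AL133268.3 in 1 and 5, as did PELI2, TRPV3 and PLEC. These regions were picked by the paper's test on the same study, so their direction is no independent evidence.

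The paper describes a separate position of ECs in LDA for both activating marks and none for H3K27me3. From H3K27ac the cohort was predicted for 9 of 17 participants, from H3K4me3 for 6 and from H3K27me3 for 2, and 6, 37 and 84 of 100 permutations of the labels reached these numbers. The first component followed the covered length of each library (absolute Spearman correlation 0.909 to 0.998), so these numbers rest in part on the yield of peaks. The order of H3K4me3 and H3K27me3 depends on the settings, since 3 components predicted 0 participants from H3K4me3 and 4 from H3K27me3, 8 components predicted 6 from H3K27me3, and the 10000 highest-ranked peaks predicted 11 from H3K4me3. The paper describes genes with a differential H3K27me3 mark as less obvious against HIVNs, and 6 promoters differed in H3K27me3 there, 14 in H3K27ac and 2 in H3K4me3. It describes differences between cohorts as less apparent in CD56 bright cells, where 444 promoters had H3K27ac in fewer ECs than ARTs and 8 differed in cNK cells (permutation p = 0.04, which became 0.1 with the 10000 highest-ranked peaks and ranged from 0.02 to 0.1 over the participants left out), and 152 and 14 differed against HIVNs (permutation p = 0.18). For the covered length of H3K27ac, the difference between the populations did not reach the threshold against ARTs (exact permutation p = 0.182, and 0.102 on the log2 scale).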

Other observations

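The genes named here for the difference between cNK and CD56 bright cells with the 10000 highest-ranked peaks, the tests of monocytes and of a high yield in a CD56 bright library, and the splits that part the libraries of each participant, were chosen only after the values were seen. The repressive mark H3K27me3 was found at RUNX2, a transcription factor gene, in 16 of 17 participants in cNK cells and 0 in CD56 bright cells, at MYC in 16 and 1, and at BATF3, of the AP-1 family, in 16 and 3. Among the 10000 highest-ranked peaks of each library these numbers were 14 and 0, 12 and 0, and 14 and 0. H3K27ac marked the sphingosine phosphate receptor gene S1PR5 in 16 participants in cNK cells and 8 in CD56 bright cells, and the chemokine gene CCL3 in 16 and 7, which became 14 and 3, and 16 and 5, among the 10000 highest-ranked peaks. These 5 genes passed a Benjamini-Hochberg adjusted Fisher's exact p of 0.05 with either set of peaks. FGFBP2 and NCR1 for H3K27ac and FCGR3A, the gene of CD16, for H3K4me3 passed it with the 10000 highest-ranked peaks alone, and with all peaks they were marked in 16 participants in cNK cells each and in 9, 10 and 9 in CD56 bright cells. In the other direction, H3K4me3 at IL7R, the receptor chain for IL-7, ranked among the 10000 highest peaks in 16 participants in CD56 bright cells and 0 in cNK cells, and H3K27ac at INPP4B, a lipid phosphatase gene, in 16 and 0. With all peaks cNK cells carried them as well, in 12 and 9 participants, and neither gene passed, so these values show a rank and not an absence from cNK cells. The filter keeps a smaller part of the longer cNK lists, and a gene can leave them by rank alone. With it, 131 promoters had H3K27ac in more cNK and 6 in more CD56 bright libraries, 81 and 26 had H3K4me3, and 597 and 6 had H3K27me3. With all peaks the numbers were 3318 and 1, 52 and 1, and 4116 and 2, and 101, 1 and 567 of the promoters with more cNK libraries were found both ways. These tests ignore the pairs of libraries. With the participant as a replicate block (McNemar exact test) and all peaks, 0 promoters had H3K4me3 in more cNK libraries. CD56 bright libraries mostly hold fewer peaks, some below 10000, so a promoter without a peak there is not shown to lack the mark.

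Over all protein-coding genes, the median cNK library had H3K27me3 at 33.7% of promoters, and marker lists of dendritic cells, monocytes and B cells had it at more, those of T cells and of erythroid cells and platelets at less. In the median participant's cNK cells, H3K27me3 was found at 95.7% of 23 developmental regulators that Polycomb complexes silence, 72.7% of 11 dendritic cell markers, 69.2% of 13 monocyte markers, 58.3% of 12 B cell markers, 50.0% of 16 olfactory receptors and 25.0% of 12 erythroid and platelet markers, and H3K27ac at 4.35%, 9.09%, 7.69%, 33.3%, 0% and 16.7% of them. T cell markers, of which NK cells share some, carried H3K27ac at 71.4% and H3K27me3 at 21.4% of 14 promoters. Of 16 housekeeping genes 100% carried H3K27ac and 6.25% H3K27me3, of 21 immediate early genes 95.2% and 14.3%, of 20 NK transcription factors 90.0% and 45.0%, and of 19 genes of CD56 bright cells 63.2% and 42.1%. Between populations, with all peaks, H3K27me3 was found in more cNK than CD56 bright libraries at 8 monocyte markers, 6 dendritic cell markers and 7 NK transcription factors at an adjusted Fisher's exact p under 0.05 (8, 6 and 7 adjusted over the list alone). So were 8 of the 16 olfactory receptors and 4116 of all 10843 promoters tested, so these lists may share in a difference between the populations over the whole genome. H3K27ac was found in more cNK libraries at 6 activating receptors and adaptors, 5 NK transcription factors and 4 cytokine and chemokine genes (7, 7 and 6 adjusted over the list alone), and at 3318 of all 15265 promoters tested. In cNK cells, the median percent of H3K4me3 promoters that also carried H3K27ac was 83.8 in ECs, 87.3 in ARTs and 78.5 in HIVNs, and with H3K27me3 it was 20.2, 21.3 and 20.1. In CD56 bright cells of ECs 31.2% carried H3K27ac, against 62.8% in ARTs and 62.4% in HIVNs.

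Several lists in CD56 bright cells had an unadjusted exact permutation p under 0.05, and none passed adjustment (adjusted exact permutation p = 0.483 in each). Relative to all genes, H3K27me3 at NK transcription factors was at 1.72 percentage points in ECs and 13.3 in HIVNs (exact permutation p = 0.0238), with H3K27me3 at ZBTB16 in 0 of 6 ECs and 4 of 5 HIVNs. For ECs and ARTs, H3K27me3 at BCL-2 family genes was at −1.40 and −8.99 (exact permutation p = 0.0368), at housekeeping genes at −6.61 and −19.4 (exact permutation p = 0.0498) and at oxidative phosphorylation genes at −5.85 and −21.8 (exact permutation p = 0.0433). H3K27ac was at −14.6 and −40.1 for developmental regulators and at −11.9 and −42.3 for olfactory receptors (exact permutation p = 0.0238 each). Lists with few marked members lie further below all genes where more promoters carry the mark, and ECs had H3K27ac at 16.0% and ARTs at 42.3% of all promoters.

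Each number of promoters was set beside those of 100 splits of the same participants into groups of the same sizes. In cNK cells chance could not be excluded for H3K27ac, with 8 promoters against ARTs (30 splits gave as many, highest other 56) and 14 against HIVNs (32 splits, 280), for H3K4me3, with 2 and 2 (53 and 89 splits, 26 and 72), or for H3K27me3, with 12 and 6 (27 and 82 splits, 98 and 94). Without EC replicate 1, 110 promoters differed in H3K27ac against HIVNs and 4 splits gave as many (highest other 120). This is 1 of several such tests without adjustment. Leaving out this participant also gave the most promoters with H3K27ac in more ECs than HIVNs, so chance is not excluded there. Without EC replicate 1 and with the 10000 highest-ranked peaks, 89 had it in more ECs and 16 in fewer. In CD56 bright cells, 444 promoters differed in H3K27ac against ARTs (4 splits, highest other 1682), which without adjustment over these tests does not exclude chance. Nor could chance be excluded there for H3K27ac against HIVNs, with 152 (12 splits, highest other 966), for H3K4me3, with 11 against ARTs and 0 against HIVNs (12 and 100 splits, 1149 and 1826), or for H3K27me3, with 35 against either cohort (7 and 20 splits, 771 and 1193). Splits with several times the real number occur for every mark in both populations, which points to a structure of the samples other than the cohorts. Between populations, 3319 promoters for H3K27ac and 53 for H3K4me3 were reached by no other split of the libraries (1 split with the real one, highest other 0), and 4118 for H3K27me3 by 2 splits in all (highest other 4728). Among 100 splits that part the libraries of each participant, as the real one does, 1, the real one, reached each number (highest others 0, 3 and 3998). With 100 splits this count cannot be below 1, and it was not adjusted over these tests. For H3K27ac no other split gave any promoter, while for H3K27me3 another split came near the real 4118. A split with 3998 or more promoters points to a further structure of the H3K27me3 libraries, and with the participant as a replicate block (McNemar exact test) 0 promoters had H3K4me3 in more cNK libraries.

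In 1 CD56 bright library, H3K27ac was found at 100% of 13 monocyte markers, where the next library had 15.4%. The genes include S100A8, S100A9, CSF1R, VCAN, FCN1 and CD163, with H3K27ac in this library of 17 alone, and LYZ and CD14, in 2 and 3 libraries. This library also carried H3K4me3 at 76.9% of the list. The next CD56 bright library had 69.2% and 3 were over 50%, so H3K4me3 there is not particular to it. H3K27ac in the flagged library marked 66.7% of the B cell markers, 72.7% of the dendritic cell markers and 25.0% of the erythroid and platelet markers. In 1 of 1 such libraries the values leave room for monocytes among the sorted cells, although the sort stained CD14. None of the 13 genes is in another list, and 0 of them carried H3K27ac in most cNK libraries. Of the developmental regulators and olfactory receptors at most 4.35% carried H3K27ac there, which argues only against a yield that raises all promoters alike. The median cNK library also had H3K27ac at only 4.35% and 0% of these lists. They therefore cannot exclude a high yield at other promoters, and the shares of B cell and dendritic cell markers leave that open. Dendritic or B cells could add to these peaks, which was not tested beyond the shares given.

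As a check of labels, the peaks of each cNK library were set against the regions that 8 or more other participants shared for each mark, and 3 of 51 libraries had peaks most often over those of another mark. For the H3K4me3 library of EC replicate 1 among them the percent over the own mark was −3.72 points from that over another, which leaves open whether another antibody or cell type was used, and over the 3 libraries this difference ran from −33.4 to −0.0165 points. Of these 3 libraries 2 held fewer than 5000 peaks, the H3K4me3 and H3K27me3 libraries of EC replicate 1, so a poor library could be the cause as well. The 2 library sets of HIVN replicate 4 had a Jaccard index of 0.499 for H3K27ac, 0.821 for H3K4me3 and 0.333 for H3K27me3 in cNK cells, and of 0.517, 0.767 and 0.398 in CD56 bright cells.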
